# Protein recoding by ADAR1-mediated RNA editing is not essential for normal development and homeostasis

**DOI:** 10.1186/s13059-017-1301-4

**Published:** 2017-09-05

**Authors:** Jacki E. Heraud-Farlow, Alistair M. Chalk, Sandra E. Linder, Qin Li, Scott Taylor, Joshua M. White, Lokman Pang, Brian J. Liddicoat, Ankita Gupte, Jin Billy Li, Carl R. Walkley

**Keywords:** ADAR1, RNA editing, MDA5, Development, dsRNA, Innate immunity, Epitranscriptome

## Abstract

**Background:**

Adenosine-to-inosine (A-to-I) editing of dsRNA by ADAR proteins is a pervasive epitranscriptome feature. Tens of thousands of A-to-I editing events are defined in the mouse, yet the functional impact of most is unknown. Editing causing protein recoding is the essential function of ADAR2, but an essential role for recoding by ADAR1 has not been demonstrated. ADAR1 has been proposed to have editing-dependent and editing-independent functions. The relative contribution of these in vivo has not been clearly defined. A critical function of ADAR1 is editing of endogenous RNA to prevent activation of the dsRNA sensor MDA5 (*Ifih1*). Outside of this, how ADAR1 editing contributes to normal development and homeostasis is uncertain.

**Results:**

We describe the consequences of ADAR1 editing deficiency on murine homeostasis. *Adar1* ^*E861A/E861A*^ *Ifih1* ^*-/-*^ mice are strikingly normal, including their lifespan. There is a mild, non-pathogenic innate immune activation signature in the *Adar1* ^*E861A/E861A*^ *Ifih1* ^*-/-*^ mice. Assessing A-to-I editing across adult tissues demonstrates that outside of the brain, ADAR1 performs the majority of editing and that ADAR2 cannot compensate in its absence. Direct comparison of the *Adar1* ^*-/-*^ and *Adar1* ^*E861A/E861A*^ alleles demonstrates a high degree of concordance on both *Ifih1* ^*+/+*^ and *Ifih1* ^*-/-*^ backgrounds, suggesting no substantial contribution from ADAR1 editing-independent functions.

**Conclusions:**

These analyses demonstrate that the lifetime absence of ADAR1-editing is well tolerated in the absence of MDA5. We conclude that protein recoding arising from ADAR1-mediated editing is not essential for organismal homeostasis. Additionally, the phenotypes associated with loss of ADAR1 are the result of RNA editing and MDA5-dependent functions.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13059-017-1301-4) contains supplementary material, which is available to authorized users.

## Background

It is now established that direct RNA modifications, collectively referred to as the epitranscriptome, are widespread, evolutionarily conserved, and contribute significantly to the complexity of gene regulation [1, 2]. A highly prevalent modification is the deamination of adenosine to inosine (A-to-I editing) in double-stranded RNA (dsRNA). A-to-I editing is catalyzed by adenosine deaminase acting on RNA (ADAR) proteins. It is estimated that there are over 100 million potential A-to-I editing sites in humans and tens of thousands in mice [3, 4], with the majority residing within repetitive sequences, such as short interspersed nuclear elements (SINEs), *Alus* (primates only), and long tandem repeats (LTRs) [5]. Depending on the sequence context—coding sequence, intronic region, untranslated regions, non-coding RNAs—editing can have varying consequences for gene expression [6]. Outside of a small number of examples, the cellular and organismal consequences of A-to-I editing are relatively poorly understood.

Mammals have three ADARs: *ADAR* (ADAR1), *ADARB1* (ADAR2), and *ADARB2* (ADAR3); although only ADAR1 and ADAR2 have editing activity in vitro. Physiologically, ADAR2 is essential for the specific editing of a single adenosine in the coding sequence of the glutamate receptor 2 subunit (*Gria2*) transcript, termed the Q/R site, encoding a neurotransmitter receptor in the brain [7–9]. Inosine is interpreted as guanine by the ribosome so editing of the *Gria2* mRNA recodes a genomically encoded glutamine (Q) to arginine (R), varying the permeability of the pore. *Adarb1* ^*-/-*^ (*Adar2* ^*-/-*^) mice cannot edit the Q/R site adenosine, leading to seizures and early lethality. Despite thousands of other editing events identified in both coding and non-coding regions, genomic substitution of the single A to G at the Q/R site rescued the *Adar2* ^*-/-*^ phenotype [7, 10]. This result defined the paradigm that RNA editing is a means to post-transcriptionally modify coding sequences and “recode” DNA sequences. Unlike ADAR2, the role of ADAR1 has proven more complex.

ADAR1 is expressed throughout the body, unlike ADAR2 which is highest in the brain [11]. There are two isoforms of ADAR1: a constitutively expressed ADAR1 p110, which is primarily nuclear-restricted, and a longer interferon (IFN) inducible ADAR1 p150, which localizes to both nucleus and cytoplasm [12]. *Adar* ^*-/-*^ (*Adar1* ^*-/-*^ *)* mice died at embryonic day 11.5–12.0 (E11.5–12.0) with a profound upregulation of type I IFN and IFN-stimulated genes (ISGs) [13–15]. Likewise, adult somatic deletion of *Adar1* resulted in innate immune activation and cell death [14, 16–19]. Mice homozygous for a single amino acid substitution resulting in an editing-deficient ADAR1 protein (*Adar1* ^*E861A/E861A*^) die at E13.5, with remarkably similar phenotypes to the null allele [19]. Activation of the innate immune sensing system, termed an interferonopathy, is observed in the subset of Aicardi-Goutières syndrome (AGS) patients who harbor mutations in *ADAR*, demonstrating that the transcriptional response to loss of ADAR1 activity is conserved across mammals [17, 20–22].

In mice and humans, most editing occurs in repetitive sequences capable of base-pairing to form intramolecular dsRNA structures [23–25]. Using murine genetics, we and others demonstrated that editing of endogenous RNA is a critical function of ADAR1, acting to prevent sensing of endogenous (self) dsRNA as foreign [17, 19, 26, 27]. A central function of the innate immune system is the recognition of foreign (non-self) dsRNA by pattern recognition receptors (PRRs) in the cytoplasm. Upon detecting long dsRNA, the PRR melanoma differentiation-associated gene 5 (MDA5, gene name *Ifih1*) oligomerizes to form a filament leading to activation of mitochondrial antiviral signaling (MAVS), resulting in the production of type I IFN and the propagation of downstream defence signals [28, 29]. Concurrent deletion of MDA5 or MAVS with ADAR1 extended the survival of *Adar1* ^*-/-*^ animals until shortly after birth [17, 26]. Viability of the ADAR1 editing-deficient mice was also rescued by deletion of MDA5. These findings suggested that RNA editing is the key function of ADAR1 during early development to prevent activation of MDA5 by endogenous dsRNA.

Editing-dependent and editing-independent functions of ADAR1 have been proposed, including involvement in multiple aspects of microRNA (miRNA) biogenesis [30–35], messenger RNA (mRNA) stability [36, 37], alternate 3’-UTR usage [33], splicing [38, 39] and translation [40]. Analysis of the *Adar1* ^*-/-*^ *Mavs* ^*-/-*^ and *Adar1p150* ^*-/-*^ *Mavs* ^*-/-*^ rescued mice identified phenotypes associated with the loss of ADAR1 that were considered independent of MAVS/MDA5, including developmental defects in the kidney, small intestine, lymph node, and a failure of B lymphopoiesis [17]. It is unclear if these phenotypes reflect editing-dependent or editing-independent functions of ADAR1.

Due to embryonic lethality of the *Adar1* ^*-/-*^ and *Adar1* ^*E861A/E861A*^ mice, establishing the in vivo relevance of ADAR1’s functions to adult homeostasis had not been possible. In contrast to the *Adar1* ^*-/-*^ *Ifih1* ^*-/-*^ or *Adar1* ^*-/-*^ *Mavs* ^*-/-*^ that die within days of birth, the *Adar1* ^*E861A/E861A*^ *Ifih1* ^*-/-*^ survived until at least four weeks of age [19]. We have assessed the requirement for ADAR1 activity during adult murine homeostasis using these rescued ADAR1 editing-deficient animals. We directly compared the *Adar1* ^*-/-*^ and *Adar1* ^*E861A*^ alleles, on both a *Ifih1* ^*+/+*^ and *Ifih1* ^*-/-*^ background, on the day of birth and in an acute adult somatic mutation model to evaluate editing-independent functions of ADAR1. We conclude that the core function of ADAR1-mediated editing is to prevent the formation of MDA5 substrates and that other effects of ADAR1-mediated editing, such as protein recoding and on miRNA biology, are not essential for murine homeostasis in vivo.

## Results

### Adar1^E861A/E861A^Ifih1^-/-^ animals have a normal lifespan and low weaning weight

The *Adar1* ^*E861A/E861A*^ *Ifih1* ^*-/-*^ are viable [19]. The most apparent phenotype of the *Adar1* ^*E861A/E861A*^ *Ifih1* ^*-/-*^ animals was reduced weaning weight, with *Adar1* ^*E861A/E861A*^ *Ifih1* ^*-/-*^ animals ~ 30% lighter than the controls (day 20–21 post birth; Fig. 1a). By 12 weeks, the *Adar1* ^*E861A/E861A*^ *Ifih1* ^*-/-*^ females had a normal body weight compared to both wild-type (WT) C57BL/6 and *Adar1* ^*+/+*^ *Ifih1* ^*-/-*^ animals (Fig. 1b, Additional files 1 and 2: Video S1, S2). Males remained lighter at 12 weeks, although the difference was less than at weaning, being ~ 9% and ~ 17% lighter than C57BL/6 or *Adar1* ^*+/+*^ *Ifih1* ^*-/-*^, respectively (Fig. 1c, Additional files 1 and 2: Video S1, S2). *Adar1* ^*E861A/+*^ *Ifih1* ^*-/-*^ animals had normal body weight. There was no significant difference in the long-term survival of the *Adar1* ^*E861A/E861A*^ *Ifih1* ^*-/-*^ animals compared to *Adar1* ^*E861A/+*^ *Ifih1* ^*-/-*^ animals, surviving to > 80 weeks of age (Fig. 1c). The oldest *Adar1* ^*E861A/E861A*^ *Ifih1* ^*-/-*^ animals have survived to > 115 weeks of age (>805 days). The median life expectancy of C57BL/6 mice is in the range of 676–878 days [41, 42]. Both male and female *Adar1* ^*E861A/E861A*^ *Ifih1* ^*-/-*^ animals are fertile, which for the males, at least, this is consistent with the primary role reported for ADAR2 in editing in the testis [43].

**Fig. 1:**
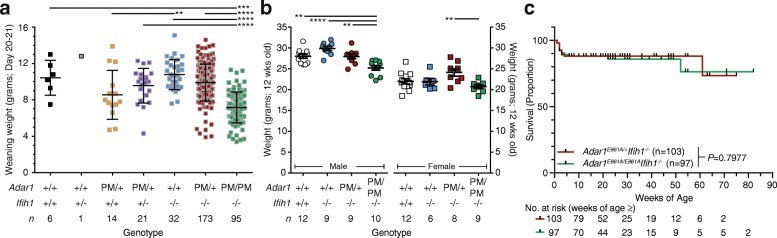
Reduced weaning weight and normal survival of *Adar1* ^*E861A/E861A*^ *Ifih1* ^*-/-*^ animals. **a** Weaning weight of indicated genotypes. **b** Weight of 12-week-old male and female animals of indicated genotypes. **c** Kaplan–Meier survival plot of *Adar1* ^*E861A/+*^ *Ifih1* ^*-/-*^ and *Adar1* ^*E861A/E861A*^ *Ifih1* ^*-/-*^. Number of animals at risk indicates the number in the cohort/age bracket. Results are mean ± SEM with *P < 0.05, **P < 0.005, and ****P < 0.00001

### Mild innate immune activation in the absence of MDA5

To determine if there was activation of innate immune sensing in the *Adar1* ^*E861A/E861A*^ *Ifih1* ^*-/-*^ animals, as seen in the *Adar1* ^*-/-*^ [14] and the *Adar1* ^*E861A/E861A*^ [19], the expression of four ISGs was assessed across a range of tissues (Fig. 2a). The expression of these ISGs increased dramatically upon deletion/mutation of ADAR1 in both human and mouse [17, 21]. There was either no change or a subtle increase in ISGs in the tissues assessed (up to tenfold over C57BL/6 s). In whole brain, three of four ISGs were significantly increased. By comparison, in E12.5 *Adar1* ^*E861A/E861A*^ vs. *Adar1* ^*+/+*^ fetal brain, these same ISGs were upregulated between ~ 125 and ~ 550-fold (Fig. 2a). Therefore, MDA5 is the primary conduit of innate immune signal activation in ADAR1 editing-deficient mice. However, a well-tolerated and, apparently non-pathogenic, low-level, innate immune activation occurs in the absence of MDA5 via currently unknown mechanisms.

**Fig. 2:**
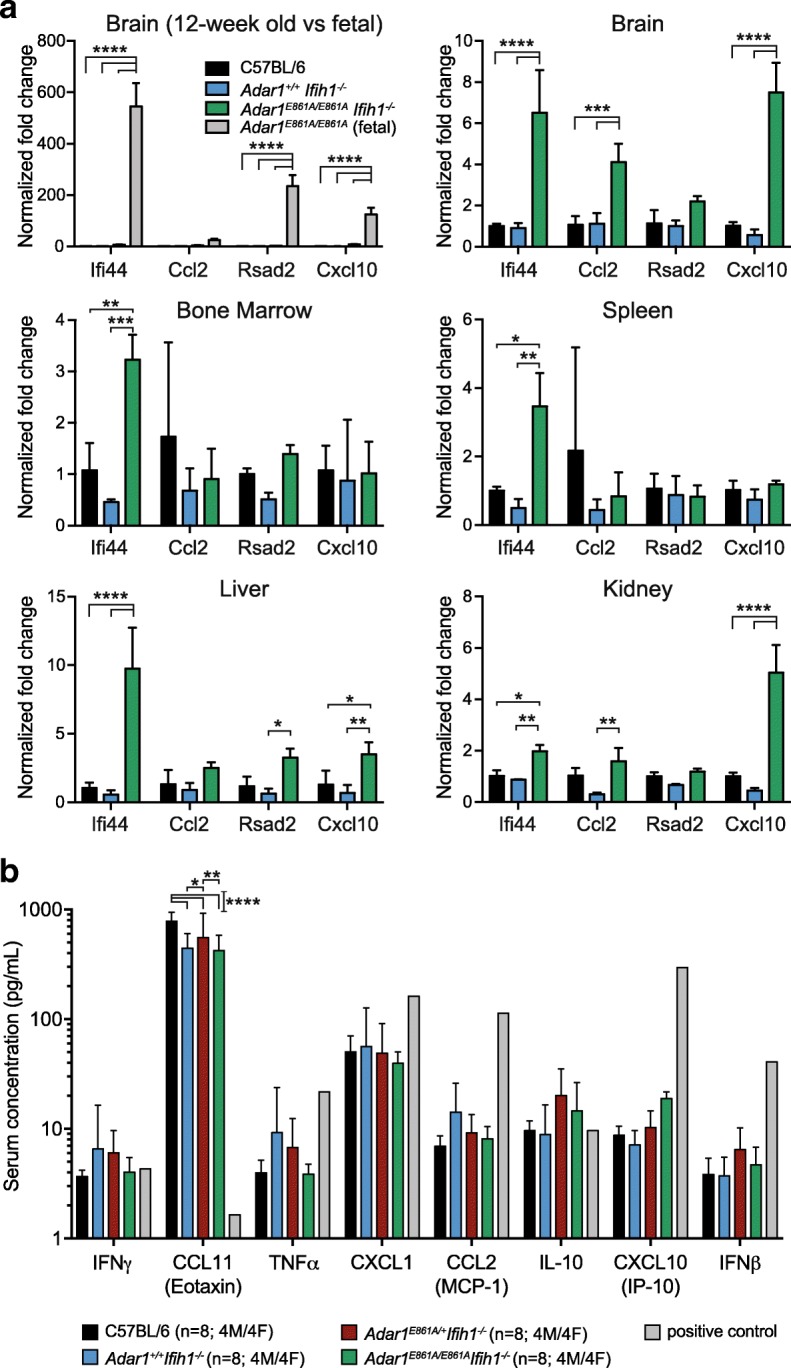
Modest activation of ISG expression in *Adar1* ^*E861A/E861A*^ *Ifih1* ^*-/-*^ tissues. **a** Quantitative reverse transcription polymerase chain reaction (qRT-PCR) of four ISGs from tissues of 12-week-old mice, with the exception of the first panel comparing 12-week-old brain with E12.5 fetal brain from *Adar1* ^*E861A/E861A*^ *Ifih1* ^*+/+*^ embryos. Data represent mean ± SEM (n = 3/genotype); all samples normalized to C57BL/6. **b** PB serum cytokine levels from indicated genotypes. Positive control = supernatant from tamoxifen treated *R26*-CreER^T2^ *Adar1* ^*E861A/fl*^ hematopoietic cell line. Results are mean ± SEM; significance determined using two-way ANOVA, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001

The protein levels of eight cytokines/chemokines in peripheral blood (PB) serum that increased upon somatic deletion of *Adar1* were assessed [17]. There was no increase in any of the proteins assessed including IFNβ, IFNγ, CCL2, and CXCL10 (Fig. 2b). The only difference was an *Ifih1* ^*-/-*^ genotype-dependent reduction in the expression of CCL11 (Fig. 2b). As a positive control, the expression of these proteins was assessed in supernatant from cultures of immortalized hematopoietic cells [44], generated from *R26*-CreER^T2^ *Adar1* ^*E861A/fl*^ bone marrow (BM) cells, treated with tamoxifen in vitro (Fig. 2b). Despite the increased ISG mRNAs there is no resultant increase in circulating protein levels.

### Normal hematopoiesis in the absence of ADAR1-mediated A-to-I editing

Hematopoietic cells have a profound dependence on ADAR1 [13, 14, 16, 18, 19, 45]. We assessed hematopoiesis in 12-week-old *Adar1* ^*E861A/E861A*^ *Ifih1* ^*-/-*^ animals and three control populations: age-/sex-matched C57BL/6 animals bred and housed in the same facility; *Adar1* ^*+/+*^ *Ifih1* ^*-/-*^ animals; and *Adar1* ^*E861A/+*^ *Ifih1* ^*-/-*^ animals. PB indices in *Adar1* ^*E861A/E861A*^ *Ifih1* ^*-/-*^ animals were comparable to C57BL/6 mice (Fig. 3a). For reasons presently unknown, the total PB leukocyte counts were lower in the *Adar1* ^*+/+*^ *Ifih1* ^*-/-*^ cohort compared to the other genotypes (Fig. 3a, b). There were several statistically significant differences between the *Adar1* ^*E861A/E861A*^ *Ifih1* ^*-/-*^ animals and C57BL/6 animals including a reduction in the percentage, but not numbers, of granulocytes and an increase in the number, but not percentage, of B cells in the PB (Fig. 3b). All *Ifih1* ^*-/-*^ animals, irrespective of *Adar1* status, presented with a mild anemia compared to the C57BL/6 cohorts (Fig. 3c, d). Platelet numbers were normal in all genotypes (Fig. 3e).

**Fig. 3:**
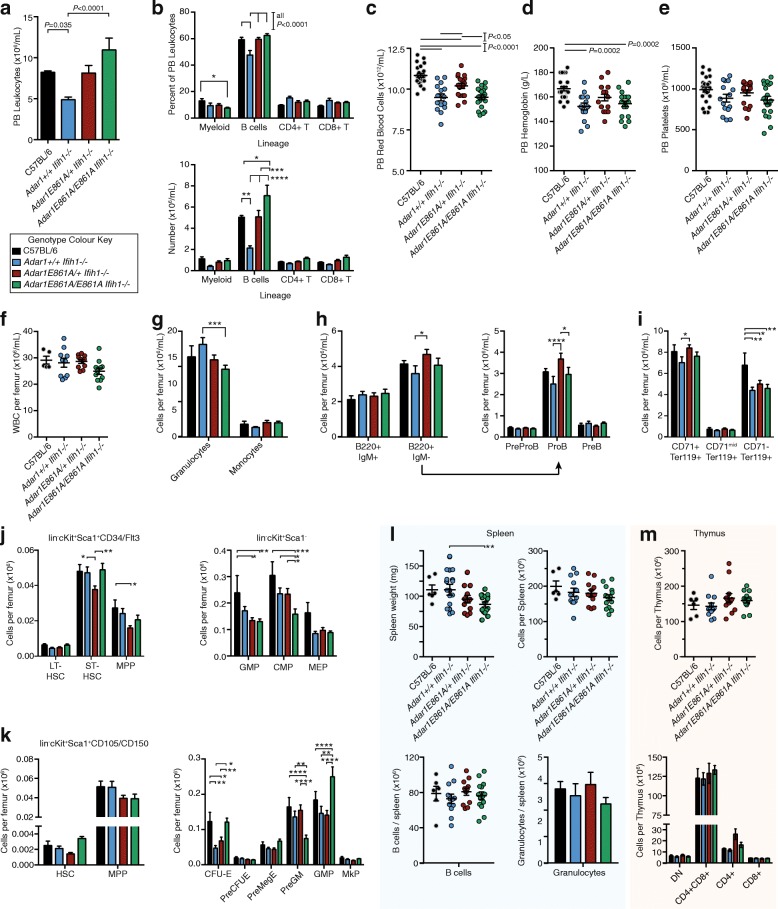
Hematopoiesis and B-cell production are normal in the absence of ADAR1 editing. PB, BM, spleen, and thymus analyzed of 12-week-old mice. **a**–**e** PB analysis from C57BL/6 (n = 25), *Adar1* ^*+/+*^ *Ifih1* ^*-/-*^ (n = 15), *Adar1* ^*E861A/+*^ *Ifih1* ^*-/-*^ (n = 17), *Adar1* ^*E861A/E861A*^ *Ifih1* ^*-/-*^ (n = 19) indicating (**a**) total leukocyte counts, (**b**) % and absolute number of each leukocyte subtype, (**c**) red blood cell counts, (**d**) hemoglobin levels, and (**e**) platelet numbers. **f**–**j** BM analysis of C57BL/6 (n = 5), *Adar1* ^*+/+*^ *Ifih1* ^*-/-*^ (n = 10), *Adar1* ^*E861A/+*^ *Ifih1* ^*-/-*^ (n = 11), *Adar1* ^*E861A/E861A*^ *Ifih1* ^*-/-*^ (n = 11) showing (**f**) total leukocyte counts per femur, (**g**) numbers of granulocytes and monocytes, (**h**) mature (B220 + IgM+) and immature (B220 + IgM-) B-cell populations and subsets of the immature populations as indicated, (**i**) erythroid cells; and **j**–**k** hematopoietic stem and progenitor populations using two methods. (**l**) Spleen weight and cellularity, B cells and granulocyte numbers per spleen from C57BL/6 (n = 6), *Adar1* ^*+/+*^ *Ifih1* ^*-/-*^ (n = 12), *Adar1* ^*E861A/+*^ *Ifih1* ^*-/-*^ (n = 12), *Adar1* ^*E861A/E861A*^ *Ifih1* ^*-/-*^ (n = 14). (**m**) Thymic cellularity and CD4/CD8 composition in C57BL/6 (n = 6), *Adar1* ^*+/+*^ *Ifih1* ^*-/-*^ (n = 12), *Adar1* ^*E861A/+*^ *Ifih1* ^*-/-*^ (n = 12), *Adar1* ^*E861A/E861A*^ *Ifih1* ^*-/-*^ (n = 13). Results are mean ± SEM; data shown are pooled from at least three independent experiments; significance determined using two-way ANOVA with correction for multiple comparisons; *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001

Within the BM, relatively mild and subtle changes were apparent that reflected the PB. Total BM cellularity and myeloid development was essentially normal between genotypes (Fig. 3f, g). Analysis of B-cell differentiation demonstrated that the lower B-cell numbers in the *Adar1* ^*+/+*^ *Ifih1* ^*-/-*^ stemmed from a reduction of cells at the ProB cell stage (Fig. 3h). Consistent with the *Ifih1* ^*-/-*^-dependent anemia, there were reduced numbers of mature CD71^-^Ter119^+^ erythroid cells in the BM of animals with this genotype (Fig. 3i). In the stem and primitive progenitor populations, there were relatively subtle differences among the groups, but in all cases the numbers of each population were largely normal (Fig. 3j, k). Hematopoiesis in the spleen (Fig. 3l) and thymus (Fig. 3m) was normal compared to controls. ADAR1-mediated editing in not required for homeostatic hematopoiesis once MDA5 is inactivated.

### Normal tissue development in the absence of ADAR1-mediated A-to-I editing

Tissues from 12-week-old *Adar1* ^*E861A/E861A*^ *Ifih1* ^*-/-*^ and age-/sex-matched *Adar1* ^*E861A/+*^ *Ifih1* ^*-/-*^ littermates were subjected to a genotype blinded histological assessment by an independent core service facility. No significant pathology or differences were observed across the > 20 tissues and structures assessed between *Adar1* ^*E861A/E861A*^ *Ifih1* ^*-/-*^ to *Adar1* ^*E861A/+*^ *Ifih1* ^*-/-*^ littermates. The kidney, spleen, and small intestine were normal (Fig. 4a). All other organs assessed, including brain, were histologically normal (see Additional file 3: Dataset S1).

**Fig. 4:**
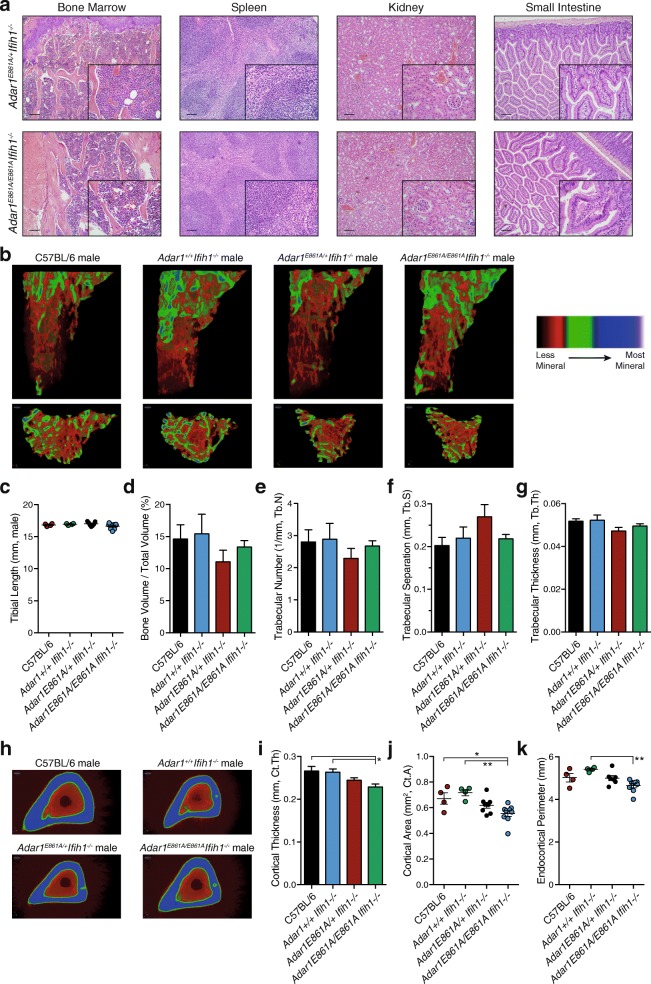
Normal organ histology in the absence of ADAR1 RNA editing. **a** Hematoxylin and eosin (H&E)-stained sections of the indicated organs of *Adar1* ^*E861A/E861A*^ *Ifih1* ^*-/-*^ (n = 4; 2 male, 2 female) and *Adar1* ^*E861A/+*^ *Ifih1* ^*-/-*^ (n = 4; 2 male, 2 female) control littermates. 10× magnification with 100-μM scale bar; 40× inset for each. **b**–**g** MicroCT analysis of tibial bone; C57BL/6 (n = 4), *Adar1* ^*+/+*^ *Ifih1* ^*-/-*^ (n = 4), *Adar1* ^*E861A/+*^ *Ifih1* ^*-/-*^ (n = 7), *Adar1* ^*E861A/E861A*^ *Ifih1* ^*-/-*^ (n = 9). **b** Representative images of reconstructed trabecular region of the secondary spongiosa within the proximal tibia with color-coded quantitative mineralization from indicated genotypes. **c** Tibial length, (**d**) Trabecular bone volume, (**e**) trabecular number, (**f**) trabecular separation, and (**g**) trabecular thickness. **h**–**k** MicroCT analysis of cortical bone of the same samples used for panels (**b**–**g**). **h** Representative images of reconstructed cortical bone with color-coded quantitative mineralization, (**i**) cortical thickness, (**j**) cortical bone area, and (**k**) endocortical perimeter. Results are mean ± SEM; significance tested using ANOVA, *P < 0.05, **P < 0.01

Due to the reduced weaning weight and requirement for ADAR1 in bone/osteoblast homeostasis [46], we quantitated the bone parameters in 12-week-old *Adar1* ^*E861A/E861A*^ *Ifih1* ^*-/-*^ animals compared to controls by microCT [47]. Both male and female mice were assessed; however, due to variability in bone indices with estrus in females, we focused our analysis on the males (female data in Additional file 3: Figure S1). The total tibial length and trabecular bone parameters were normal in the *Adar1* ^*E861A/E861A*^ *Ifih1* ^*-/-*^ animals (Fig. 4b–g). The only significant differences were modest changes in the cortical thickness (Fig. 4h, i) and cortical area (Fig. 4j) between the *Adar1* ^*E861A/E861A*^ *Ifih1* ^*-/-*^ animals and the C57BL/6 and *Adar1* ^*+/+*^ *Ifih1* ^*-/-*^ animals. There was a reduced endocortical perimeter when the *Adar1* ^*E861A/E861A*^ *Ifih1* ^*-/-*^ were compared to the *Adar1* ^*+/+*^ *Ifih1* ^*-/-*^ animals (Fig. 4k), but not to the C57BL/6 s. Therefore, ADAR1-mediated A-to-I editing is dispensable for normal organ and skeletal development once MDA5 is inactivated.

### Transcriptome analysis of whole brain from adult rescued mice

*ADAR1* loss-of-function mutations in humans are one of the causes of AGS [17, 20, 21]. AGS is characterized by severe changes in the brain and neurological function, so we sought to understand how a loss of editing by ADAR1 impacted the brain transcriptome. Whole brains of 12-week-old *Adar1* ^*E861A/E861A*^ *Ifih1* ^*-/-*^ and *Adar1* ^*+/+*^ *Ifih1* ^*-/-*^ male mice were assessed (Fig. 5a, Additional file 4: Dataset S2). Compared to that previously observed in the *Adar1* ^*-/-*^ and *Adar1* ^*E861A/E861A*^ fetal tissues where the expression of many hundreds of transcripts is altered [14, 19], there were surprisingly limited changes in the transcriptome of the *Adar1* ^*E861A/E861A*^ *Ifih1* ^*-/-*^ brain. Twenty-nine genes were significantly different between the genotypes (log_2_FC ≥ 1, ≥ 2 counts per million [CPM] in all three replicates/genotype). Most changes (n = 24) were transcripts upregulated in the absence of editing (Fig. 5b). Pathway analysis confirmed the modest innate immune activation signature, as observed with quantitative polymerase chain reaction (qPCR), with GO pathways relating to IFN response and viral defence the only pathways enriched in the differentially expressed genes (Fig. 5c; Additional file 4: Dataset S2). Quantitative set analysis for gene expression (QuSAGE) was performed to examine the transcriptional signature of ADAR1-editing deficiency, defined in our previous analysis of the *Adar1* ^*E861A/E861A*^ fetal liver [19], in the adult brains (Fig. 5d). To do this, differentially expressed genes in the E12.5 *Adar1* ^*E861A/E861A*^ fetal liver were used to create a gene set and the expression of the genes in this set were assessed in both the adult brain of *Adar1* ^*E861A/E861A*^ *Ifih1* ^*-/-*^ (vs. *Adar1* ^*+/+*^ *Ifih1* ^*-/-*^) and, as a comparator, the E12.5 fetal brain of *Adar1* ^*E861A/E861A*^ embryos (vs. *Adar1* ^*+/+*^; Fig. 5d, Additional file 4: Dataset S2). The ADAR1-editing deficient signature is enriched in the adult brain even in the absence of MDA5, however, at a greatly reduced level compared to the MDA5 WT *Adar1* ^*E861A/E861A*^ E12.5 fetal brain.

**Fig. 5:**
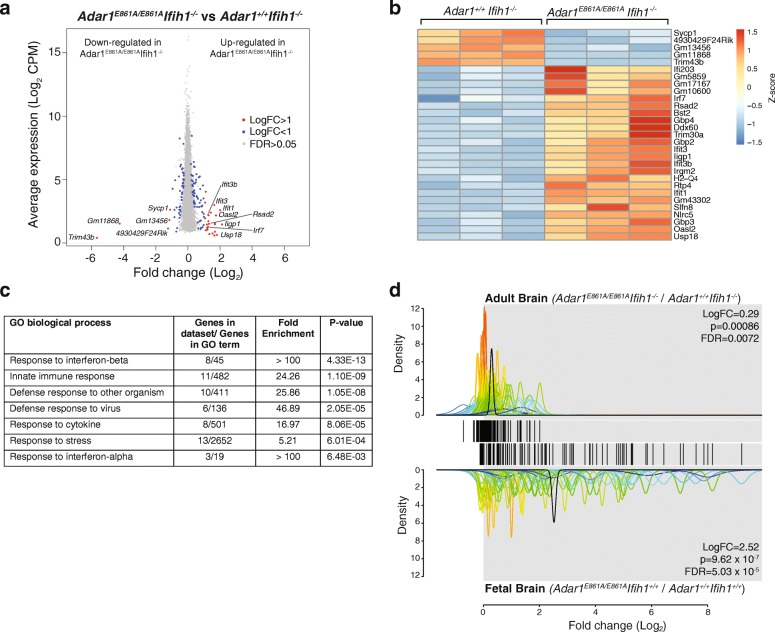
The absence of ADAR1-mediated editing has minimal effect on gene expression in the adult brain. RNA-sequencing (RNA-seq) analysis of 12-week-old mouse brains (n = 3 biological replicates/genotype). **a** MA plot for differentially expressed genes. All genes expressed in brain with CPM ≥ 2 in all replicates/genotype indicated by a *dot*. **b** *Heatmap* of differentially expressed genes with a log_2_FC ≥ 1 in three biological replicates/genotype. *Colors* reflect the z-score. **c** Enriched pathways by GO term within differentially expressed genes (false discovery rate [FDR] ≤ 0.05, log_2_FC ≥ 1, n = 29 genes). **d** QuSAGE analysis using the *Adar1* ^*E861A/E861A*^ fetal liver gene signature as the gene set. Each gene is depicted by a single line within the barcode. Adult brain from *Adar1* ^*E861A/E861A*^ *Ifih1* ^*-/-*^ mice and fetal brain from *Adar1* ^*E861A/E861A*^ mice (relative to respective controls; n = 3 biological replicates/genotype) were compared against the *Adar1* ^*E861A/E861A*^ gene set. *Curves* represent the standard deviation between biological replicates for each gene and are *color-coded* by the magnitude of deviation. The *black curve* in each panel represents the average log_2_FC for all genes in the set in each dataset

### ADAR1 is the primary editing enzyme in peripheral tissue and editing levels are significantly reduced in the Adar1^E861A/E861A^Ifih1^-/-^ tissues

One potential explanation for the normality of the rescued animals could be redundancy for editing targets with ADAR2. We therefore assessed eight tissues for the expression of *Adar* isoforms and editing of known sites: BM, spleen, thymus, liver, brain, kidney, small intestine, and heart. *Adar1* transcript could be detected in all tissues, whereas *Adar2* transcript was expressed only in brain, kidney, and liver with low levels in spleen and BM (Fig. 6a–h, upper panels). *Adar3* transcript was detected in brain and at low levels in the liver only. Modestly increased overall expression of *Adar1* was observed in *Adar1* ^*E861A/E861A*^ *Ifih1* ^*-/-*^ relative to *Adar1* ^*+/+*^ *Ifih1* ^*-/-*^ in BM, spleen, thymus, liver, kidney, and heart, possibly reflecting the mild ISG activation observed (Fig. 4a).

**Fig. 6:**
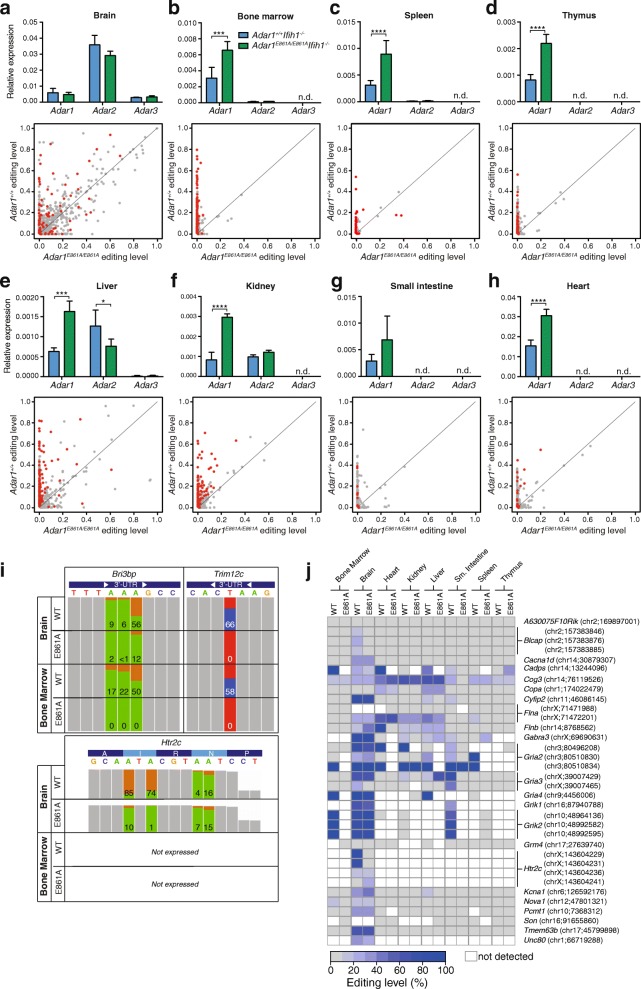
ADAR1 is the predominant ADAR in peripheral tissues and affects editing levels across all tissues. **a**–**h** *Upper panels*: qRT-PCR of *Adar* expression from tissues of 12-week-old mice. Data normalized to *Ppia* and are the mean ± SEM (n = 3/genotype). *n.d* not detected. *Lower panels*: Editing of known sites measured using multiplexed PCR and deep sequencing (mmPCR-seq) in each tissue. Editing levels in *Adar1* ^*+/+*^ *Ifih1* ^*-/-*^ (ADAR1 WT; *y-axis*) plotted against those in the *Adar1* ^*E861A/E861A*^ *Ifih1* ^*-/-*^ (ADAR1 editing deficient; *x-axis*) with each individual site indicated by a *dot. Gray dot* = no significant difference, *red dot* = *P* < 0.05. **i** Examples of editing at three loci. *Colored panels* indicate the edited nucleotides ((+) strand: *green* = A, *orange* = G; (-) strand: *red* = T(A), *blue* = C(G)). *Bri3bp* is a representative shared *Adar1* and *Adar2* target at the third adenosine; *Trim12c* is representative of an ADAR1-specific target. *Htr2c* is representative of an ADAR1-specific recoding event at the first two sites. Percent editing is indicated for each site. **j** Analysis of conserved editing sites in each tissue by mmPCR-seq. Editing sites were compared between *Adar1* ^*+/+*^ *Ifih1* ^*-/-*^ (ADAR1 WT) and *Adar1* ^*E861A/E861A*^ *Ifih1* ^*-/-*^ tissues as indicated. *White* indicates no expression/reads detected in the tissue. *Data* include all sites with > 100 reads in the mmPCR-seq

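In mmPCR-seq, stretches of cDNA that contain known A-to-I sites are amplified with pooled primers on a microfluidic chip and sequenced. Inosine is read as guanosine, so the editing level of a site is the share of its reads that carry G in place of the genomic A. The 48 libraries came from 12-week-old mice, with 3 libraries for each genotype in each of 8 tissues. The genotypes were Adar1+/+ Ifih1-/-, in which ADAR1 can edit (WT), and Adar1E861A/E861A Ifih1-/- (E861A), in which ADAR1 protein is made but cannot deaminate adenosine. Both lack MDA5, the sensor of cytosolic double-stranded RNA encoded by Ifih1. For each library the authors deposited the reads covering each of 48715 positions, the edited reads among them, and their fraction, without normalization. The coordinates are those of mm9 (NCBIM37). Of these positions, 7339 had more than 100 reads in at least 1 library. Each library had between 1949 and 6806 such positions, at a median coverage of 559 to 1710 reads per library. Coverage summed over all positions counts a read once for each site it spans. In the brain this sum was 6935468 to 8642824 (median 7428818) in WT and 6802358 to 8122223 (median 6983992) in E861A. In BM it was 1861831 to 8364948 (median 5447363) in WT and 7449712 to 8228355 (median 7920086) in E861A; WT replicate 2 was the lowest of all libraries. It was 7978131 to 9466888 (median 8448425) in WT and 8082748 to 8896037 (median 8566818) in E861A for spleen, and 8908643 to 10847485 (median 8925164) in WT and 8456922 to 8928477 (median 8483234) in E861A for thymus. Liver libraries held 7244521 to 8177676 (median 7996793) in WT and 7146408 to 7932446 (median 7613864) in E861A, and kidney libraries 6569793 to 7959844 (median 7097324) in WT and 5761614 to 7144777 (median 6997762) in E861A. For small intestine the sum was 7478024 to 9310793 (median 9272856) in WT and 8183450 to 10727444 (median 8804002) in E861A, and for heart 7315411 to 9057874 (median 8365073) in WT and 4878116 to 11394093 (median 9514541) in E861A. Following the study's methods, a site was covered in a tissue when at least 2 of the 3 replicates of both genotypes had more than 100 reads, replicates at or below 100 reads were missing values, and a site was edited when the reads of the covered replicates together gave a level above 0.01 in either genotype. Genotypes were compared at each edited site with limma on log2((level + 0.01)/(1 − level + 0.01)), with Benjamini-Hochberg adjustment over the edited sites of the tissue and a threshold of 0.05. Log2 changes are on this ratio scale, where the offset understates the change of low levels. Replicates have equal weight in this test whatever their depth. The reads are PCR copies without molecular identifiers, so the intervals given for shares of reads or sites cover counting error only.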

A-to-I editing across a range of defined substrates was assessed using microfluidics multiplexed PCR and deep sequencing (mmPCRseq) [48], allowing accurate measurements of editing of up to 11,103 sites in 557 loci (Fig. 6a–h, lower panels, Additional file 5: Dataset S3). 

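Whether the effect of the E861A mutation on a site differed between the brain and another tissue was tested with a limma interaction contrast over the 12 libraries of both tissues, at sites covered in both. Of 871 sites compared between brain and BM, 26 differed past the threshold, 22 of them with a more negative change in BM, from a larger fall in BM or from a rise in E861A brain. Spleen gave 15 of 846 sites (8 with a more negative change in spleen), liver 12 of 852 (9) and kidney 14 of 797 (10). Thymus and small intestine gave 4 sites each, of 882 and 813, and heart 2 of 866. At an unadjusted p under 0.05 between 44 sites (small intestine) and 103 sites (kidney) differed. On the untransformed editing level, 1 site was left in spleen and 0 in the other tissues, and so it was with the replicate number within each genotype as a block. Over the 7 tissues, the 77 differences became 1, 4 or 5 when E861A replicate 1, 2 or 3 was left out, and 131, 41 or 239 when WT replicate 1, 2 or 3 was left out. Each of these refits left the replicate out of both the brain and the other tissue.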

Changes in editing across the tissues principally reflected the expression profile of *Adar1* and *Adar2*. In the brain, where there are higher relative levels of *Adar2* than *Adar1*, there is a largely preserved editome with evidence for a subset of ADAR1-specific and ADAR2-specific events (dots on y-axis or x-axis, respectively), but the majority can be edited by both. In contrast, in hematopoietic tissues there is little/no detectable *Adar2* and with this there is a near complete absence of editing of known sites when ADAR1 editing is inactivated. 

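In the brain, 648 sites were edited in WT and 606 in E861A, and 446 in both. Thus 68.8% of the sites edited in WT were above the limit in E861A (Wilson 95% interval 65.2 to 72.3), and 73.6% of those edited in E861A were above it in WT (69.9 to 77.0). The first share was 63.4% with the limit at 0.05, and without E861A replicate 3 it was 63.4%. The 202 sites above the limit only in WT had a median level of 3.54% there, and the 160 above it only in E861A had a median of 2.00%. Over the 631 edited sites with more than 100 reads in all 6 libraries, the mean editing level was 11.6% ± 0.381 (SD, n = 3) in WT and 9.12% ± 0.474 (SD, n = 3) in E861A. It fell by 21.6% of the WT level. Every E861A library lay below every WT library (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow). No site of the 808 passed the limma threshold (0 lower, 0 higher); 56 had an unadjusted p under 0.05, 39 lower and 17 higher in E861A. At 73 of the 631 sites all E861A values lay below all WT values and at 42 above them, together 18.2%, where chance gives 10%. A fit over all 48 libraries, which shares one estimate of the spread, called the most sites, 124 lower and 93 higher. With WT replicate 3 left out, 7 lower and 5 higher sites passed.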

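In BM, 35 of the 456 sites edited in WT were above the limit in E861A (7.68%, Wilson 95% interval 5.57 to 10.5). The counts were 22 of 235 in spleen (9.36%, 6.26 to 13.8) and 26 of 479 in thymus (5.43%, 3.73 to 7.83). In the same order, the reverse share, of sites edited in E861A that were also edited in WT, was 29.9%, 31.0% and 34.2%. The mean editing level in BM was 8.55% ± 2.13 (SD, n = 3) in WT and 0.742% ± 0.0586 (SD, n = 3) in E861A over the 32.2% of edited sites read in all 6 libraries, and so fell by 91.3%. It went from 4.03% ± 0.861 to 1.14% ± 0.235 in spleen (260 sites, where it fell by 71.8%) and from 5.52% ± 4.76 to 0.604% ± 0.161 in thymus (482 sites, where it fell by 89.0%), each with SD and n = 3. In all 3 tissues the E861A libraries lay below every WT library (exact permutation p = 0.1 in each). The spread between WT thymus libraries was wide, with a mean level of 0.991% in replicate 3 against 5.08% and 10.5% in the other 2. With limma, 27.0% of 538 edited sites, in 61 genes, were lower in E861A BM and 0 higher, with a median change of -16.4 percentage points, and 32.3% had an unadjusted p under 0.05. In spleen 24 of 284 sites were lower and 2 higher (62 at an unadjusted p under 0.05). Both higher sites lie in Acot10, and the bases around each occur once more in the genome, in Acot9 on chromosome X, with G at the site. In thymus 0 of 529 passed, while 75 had an unadjusted p under 0.05, all of them lower. Without WT replicate 3 of thymus, 223 sites were lower past the threshold. In spleen the count was 76 without WT replicate 3 and 14 without E861A replicate 3. In BM 64 sites were lower without WT replicate 1, 70 without WT replicate 3 and 94 without E861A replicate 1; leaving out either of these WT replicates makes the shallow WT replicate 2 necessary and reduces the covered sites in BM to 1929 and 1828. The difference of the thymus mean levels, -4.91 percentage points, was -3.13 without WT replicate 2, and the share of sites kept in BM was 5.08% without E861A replicate 3. Of all alternatives, the untransformed level lowered the counts most, to 11 in BM and 2 in spleen. The largest falls in BM were at Exoc8 (3′ UTR, chromosome 8, position 127417779, minus strand), from 81.2% ± 19.3 (SD, n = 2) to 0.287% ± 0.106 (SD, n = 2), and at the non-coding transcript uc007vsb.1 (chromosome 15, position 55087127), from 80.7% ± 5.73 (SD, n = 2) to 0.102% ± 0.118 (SD, n = 3). In spleen the 3′ UTR site of Rhoa (chromosome 9, position 108239461, within TTTGTGAATTAGGCTGTAACT) fell from 42.6% ± 2.82 (SD, n = 3) to 0.257% ± 0.161 (SD, n = 3), with a log2 change of -5.91 (standard error 0.45, adjusted p = 4.41e-08 from limma).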

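In liver, 30.9% of 595 sites edited in WT were also edited in E861A (Wilson 95% interval 27.3 to 34.8), and in kidney 133 of 491 (27.1%, 23.3 to 31.2). Heart kept 52 of 356 (14.6%, 11.3 to 18.7) and small intestine 18 of 333 (5.41%, 3.45 to 8.38). Most sites edited in E861A were also edited in WT in liver (69.2%) and kidney (76.4%), but not in heart (36.6%) or small intestine (18.4%). The mean editing level of WT and E861A libraries (SD, n = 3) was 9.56% ± 2.64 and 3.09% ± 0.0361 in liver, where it fell by 67.7%, and 7.44% ± 0.985 and 1.91% ± 0.206 in kidney, where it fell by 74.3%. It was 5.73% ± 3.83 and 1.70% ± 0.201 in heart, where it fell by 70.3%. In these 3 tissues all E861A libraries lay below all WT libraries (exact permutation p = 0.1). In small intestine the levels were 6.00% ± 5.07 and 0.957% ± 0.419; WT replicate 2, at 0.978%, lay among the E861A libraries, and the difference was not distinguishable from the spread (exact permutation p = 0.300). WT replicate 2 of heart was also low, at 2.04%. By limma 66 of 677 sites in 35 genes were lower in E861A liver and 91 of 532 in 48 genes in kidney, with median changes of -24.7 and -12.8 percentage points. None was higher in either tissue, where 6 and 0 sites were higher at an unadjusted p under 0.05. The liver count was 123 without WT replicate 1, 39 without WT replicate 2, and 22, 29 and 15 without E861A replicate 1, 2 or 3. The kidney count was 55 without WT replicate 1 or 2 and 200 without WT replicate 3. On the untransformed level 0 sites were lower in liver and 24 in kidney. The share kept in heart was 24.3% without WT replicate 1, and without the same replicate of small intestine 82 sites were edited in WT. No site passed in small intestine or heart, where 2 and 21 sites had an unadjusted p under 0.05, and the most that passed with 1 library left out were 2 sites, in small intestine without WT replicate 2. The largest falls in liver were at the site in uc007vsb.1 that also fell in BM, from 81.8% ± 13.7 (SD, n = 3) to 0.0701% ± 0.0618 (SD, n = 3), and at Cds2 (3′ UTR, chromosome 2, position 132135616), from 82.1% ± 6.44 (SD, n = 3) to 1.93% ± 3.11 (SD, n = 3). Both lost their call on the untransformed level (limma adjusted p = 0.221, range over the alternatives 7.29e-05 to 0.221 at Cds2 and 0.000208 to 0.221 at uc007vsb.1). With the replicate number as a block 0 liver sites passed, so both lost their call there too. In kidney the 3′ UTR sites of Agphd1 (chromosome 9, position 54795019) and Trove2 (chromosome 1, position 145602508) fell most. Agphd1 went from 65.6% ± 21.3 (SD, n = 3) to 0 edited reads in 274, 751 and 465 reads of the E861A libraries, and Trove2 from 70.6% ± 5.30 (SD, n = 3) to 6.47% ± 6.97 (SD, n = 3).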

In other peripheral tissues assessed, *Adar1* predominates and most editing of known sites was lost in the *Adar1* ^*E861A/E861A*^-derived samples. 

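Bri3bp, Trim12c and Htr2c are the loci drawn in Fig. 6i. The Bri3bp site is the third adenosine of the drawn stretch, in the 3′ UTR on the plus strand of chromosome 5 at position 125936975 (CGGAGTTTAAAGCCAGTCTGG, with the edited adenosine in the middle). In the brain it was edited at 58.0% ± 13.5 (SD, n = 3) in WT and 12.1% ± 3.70 (SD, n = 3) in E861A, over 3520 to 6293 reads per library. All E861A values lay below all WT values, but the difference did not pass the threshold over the 808 brain sites (log2 change -3.27, standard error 0.64, limma adjusted p = 0.130). With WT replicate 3 left out it did (limma adjusted p = 0.0384), and over the other alternatives the adjusted p ranged from 0.0147 to 0.562. In BM the same site went from 53.8% ± 14.1 (SD, n = 3) to 0.152% ± 0.0732 (SD, n = 3) (log2 change -6.68, standard error 0.50, limma adjusted p = 0.000523). The Trim12c site lies in the 3′ UTR on the minus strand of chromosome 7 at position 111487820 (GTGTATTCTTAGTGATCACTT). In BM its level was 58.4% ± 14.7 (SD, n = 2) in WT and 0.0478% ± 0.0827 (SD, n = 3) in E861A (limma adjusted p = 0.00104), with WT replicate 2 below the coverage minimum at 3 reads. In spleen it was 53.6% ± 7.46 (SD, n = 3) and 0.183% ± 0.195 (SD, n = 3) (limma adjusted p = 5.26e-09). In the brain 1 WT library passed 100 reads, with 76.8% of 366 reads edited, and the E861A libraries had 0%, 0.156% and 0.0816%; this comparison has no replicate check. At the other two Htr2c adenosines of Fig. 6i, on chromosome X at 143604235 and 143604236, brain levels were 4.78% ± 6.70 (SD, n = 3) in WT against 7.65% ± 6.52 (SD, n = 3) in E861A, and 17.7% ± 21.6 (SD, n = 3) against 13.7% ± 11.6 (SD, n = 3). Neither difference exceeded the spread between replicates (limma adjusted p = 0.753 and 0.992), and without WT replicate 3 the mean at 143604236 was higher in E861A, by 8.55 percentage points, and without E861A replicate 1 by 0.552.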

Examples for ADAR1-specific, ADAR2-specific, and ADAR1/2 shared editing sites were observed (Fig. 6i). We further assessed the status of evolutionary conserved recoding events across the tissues [49]. 

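Of the 34 conserved sites listed in Fig. 6j, 31 were covered in the brain. Thymus covered 18, liver 16, heart 12, and BM, spleen, kidney and small intestine 14 each. In WT brain 30 of the covered sites were edited above 0.01. Outside the brain the number edited in WT was 10 in liver, 8 in kidney, 7 in small intestine, 6 in BM, 5 in thymus, and 3 in both spleen and heart. Of these, 7 in liver, 7 in kidney, 3 in small intestine, 2 in BM, 3 in thymus, 2 in spleen and 3 in heart were above the limit in E861A. In these tissues 1 listed site passed the limma threshold, in BM. Adjusted over the list alone, 1 passed in BM and 1 in small intestine.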

The most informative tissue was the brain, where the majority of these transcripts were robustly expressed (Fig. 6j). In the brain, editing at most sites was preserved indicating that ADAR2 was editing these sites. 

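Of the 30 listed sites edited in WT brain, 27 were above the limit in E861A and 3 were not. The mean level of 13 of the 30 tested sites differed by less than 5 percentage points between the genotypes, and 16 were lower in E861A. No listed site passed the threshold adjusted over all 808 edited brain sites, with 4 at an unadjusted p under 0.05; adjusted over the list alone, 2 passed, both in Htr2c. The list was chosen on its conservation and, by the legend of Fig. 6j, on more than 100 reads in this assay. The paper states no choice on the genotype difference. The Gln-to-Arg site of Gria2 (chromosome 3, position 80510834, GCCTTTATGCAGCAAGGATGC) was edited at 99.8% ± 0.107 (SD, n = 3) in WT and 99.9% ± 0.0404 (SD, n = 3) in E861A, and its Arg-to-Gly site (position 80496208) at 73.9% ± 2.11 (SD, n = 3) and 68.6% ± 0.893 (SD, n = 3). Under the study's own criterion, a one-way F test with p under 0.1 and mean levels at least 5% apart, the fall at the Arg-to-Gly site counts as a difference. At Cadps the Glu-to-Gly site was at 21.6% ± 0.906 (SD, n = 3) and 18.6% ± 1.25 (SD, n = 3), with every E861A library below every WT library. At the Ile-to-Met site of Gabra3, 100%, 25.9% and 90.7% of reads were edited in the WT libraries, against 79.3% to 92.7% in E861A, a wider spread within WT than between the genotypes. The 3 sites above the limit only in WT were in Blcap (Lys-to-Arg), Gria3 (intronic) and Grm4 (Gln-to-Arg).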

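The first 2 edited adenosines of Htr2c lie on the plus strand of chromosome X of mm9 at 143604229 and 143604231, in the coding sequence GTATGTAGCAATACGTAATCC, and change isoleucine to valine and to methionine. In the brain, the site at 143604229 was edited at 83.2% ± 14.2 (SD, n = 3) in WT and 9.97% ± 5.44 (SD, n = 3) in E861A, over 610 to 1277 reads per library (log2 change -6.01, standard error 1.16). The site at 143604231 went from 71.2% ± 24.5 (SD, n = 3) to 1.10% ± 1.71 (SD, n = 3) (log2 change -7.94, standard error 1.51). At both sites every E861A library was below every WT library, yet neither passed the threshold over all brain sites (limma adjusted p = 0.130 at both). A fit over all 48 libraries put both past it (limma adjusted p = 0.00819 and 0.00806); over the alternatives the adjusted p ranged from 0.00819 to 0.453 at the first site and 0.00806 to 0.562 at the second. A further listed Htr2c site, at 143604241, was higher in E861A, at 26.5% ± 6.23 (SD, n = 3) against 4.04% ± 0.795 (SD, n = 2), a difference that did not pass (limma adjusted p = 0.282). Blcap has 3 listed sites on the minus strand of chromosome 2, and 2 libraries of each genotype passed 100 reads. At the Tyr-to-Cys site (157383885) the levels were 0% and 23.8% in WT and 21.8% and 0.118% in E861A. The Gln-to-Arg site (157383876) gave 0% and 24.6% in WT and 5.50% and 1.49% in E861A, and the Lys-to-Arg site (157383846) 0.633% and 15.4% in WT and 0.0802% and 0.574% in E861A. At all 3 the difference between the 2 WT libraries was larger than that between the genotype means (limma adjusted p between 0.701 and 0.999); WT replicate 1 had at most 198 reads. The fit over all 48 libraries put the Lys-to-Arg site past the threshold (limma adjusted p = 0.0206, range over the alternatives 0.0206 to 0.795).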

Known ADAR1 dependent sites such as *Bclap* and two sites in the *Htr2c* transcript had significantly reduced/no editing in the brain [13, 50]. For the remaining tissues, there were several patterns apparent: the transcripts were not detected as expressed in the tissue assessed (indicated in white; see Additional file 5: Dataset S3 for mouse ENCODE expression data from tissues for each transcript); that editing of the conserved sites was preserved indicating an ADAR2-specific target, even in tissue with relatively low levels of *Adar2* as assessed by qPCR (see *Cog3* as an example); that there was a loss of editing at these sites in the *Adar1* ^*E861A/E861A*^ *Ifih1* ^*-/-*^-derived tissues indicating these sites are ADAR1-dependent (see *Kcna1* in the liver, *Nova1* in the bone marrow, *Cyfip2* in the liver and small intestine for examples). 

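The Cog3 site (chromosome 14, position 76119526, minus strand, isoleucine to valine, CATTAAGGAAATTTCCCTGGA) was edited above the limit in both genotypes in all 8 tissues. In liver it was at 64.0% ± 3.00 (SD, n = 3) in WT and 61.3% ± 1.27 (SD, n = 3) in E861A, in kidney at 60.7% ± 4.53 (SD, n = 3) and 57.4% ± 0.788 (SD, n = 3), and in heart at 49.2% ± 3.52 (SD, n = 3) and 54.1% ± 4.20 (SD, n = 3). It was lower but similar between genotypes in BM, at 17.1% ± 3.68 (SD, n = 3) and 17.7% ± 3.64 (SD, n = 3), and in thymus, at 19.9% ± 2.31 (SD, n = 3) and 18.5% ± 4.67 (SD, n = 3). Spleen had 25.5% ± 7.29 (SD, n = 3) and 21.2% ± 2.56 (SD, n = 3). None of these differences exceeded the spread between replicates (limma adjusted p of 0.432 or more in every tissue). The largest difference was in small intestine, 24.5% ± 12.1 (SD, n = 3) against 6.14% ± 2.20 (SD, n = 2), where the WT libraries ranged from 11.9% to 35.9% and E861A replicate 1 was below the coverage minimum. A fit over all 48 libraries put this difference past the threshold (limma adjusted p = 0.000164, range over the alternatives 0.000164 to 0.726). Leaving out E861A replicate 1 turned the sign of the small differences in brain, BM and thymus, to 0.321, -1.50 and 0.787 percentage points, as did leaving out WT replicate 1 or 3 in BM, to -0.0392 and -0.837. At the Kcna1 site (chromosome 6, position 126592176) 1 liver library was edited, WT replicate 3 at 36.3% of 933 reads. WT replicates 1 and 2 had 0.184% and 0.163%, and 1 E861A library passed 100 reads, at 0.142%. At the Nova1 site (chromosome 12, position 47801321) in BM, WT replicate 3 had 16.6% of 729 reads edited and no other WT library passed 100 reads, against 0% and 0.120% in E861A replicates 1 and 2. The Cyfip2 site (chromosome 11, position 46086145) in liver had 5.24%, 0.122% and 28.2% in the WT libraries and 8.50%, 1.97% and 9.26% in the E861A libraries (limma adjusted p = 0.965). Without WT replicate 3, its mean was higher in E861A, by 3.89 percentage points. In small intestine it had 2.42%, 96.1% and 0% in WT and 0.0579% and 0.113% in E861A (limma adjusted p = 0.559); the mean difference of -32.8 percentage points became -1.12 without WT replicate 2. At each of these Kcna1, Nova1 and Cyfip2 sites the WT editing above 10% came from 1 library.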

The failure to edit the conserved sites in the *Adar1* ^*E861A/E861A*^ *Ifih1* ^*-/-*^ tissues suggests that while they are ADAR1-dependent sites, their absence was not deleterious. This analysis demonstrated that editing in the tissues outside the central nervous system that were assessed is primarily mediated by ADAR1, yet despite the loss of this editing, these tissues are normal in the absence of MDA5.

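Across the 8 tissues 4227 site and tissue combinations were tested. With limma, 326 of them were lower in E861A and 2 higher, and the lower ones comprised 205 distinct sites, 84 of them in 2 or more tissues. The total of lower ones was 38 on the untransformed level, 867 in a fit over all 48 libraries, where 4.21% were higher, 672 without WT replicate 3 and 193 without E861A replicate 3. The mean editing level was lower in E861A in all 8 tissues, and in 7 of them every E861A library lay below every WT library. Outside the brain, between 5.41% and 30.9% of the sites edited in WT were still edited in E861A. The mean level fell by 2.51 percentage points in the brain. Elsewhere it changed by between -2.90 percentage points in spleen and -7.81 in BM. These differences depend on the sites averaged: with the edited limit at 0.05 they were -4.21 points in the brain, -9.54 in spleen and -16.5 in BM, and over all covered sites, edited or not, -0.482, -0.171 and -0.779. The paper takes the loss of editing outside the brain to mean that ADAR1 mediates most editing in these tissues; that the tissues are normal when MDA5 is absent rests on other data of the paper, which these libraries do not hold.

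**Figure D1:**
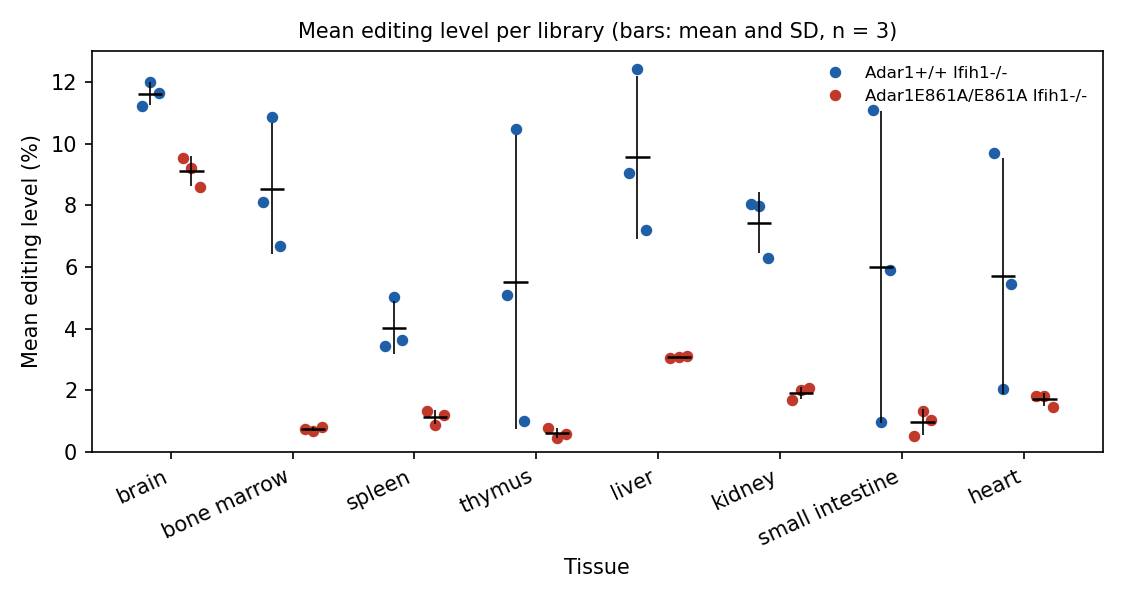
Mean editing level of each library in percent (y-axis) by tissue (x-axis), over the edited sites with more than 100 reads in all 6 libraries of the tissue; points are the 3 libraries of each genotype, horizontal lines the mean and vertical lines the SD. E861A libraries lie below all WT libraries except in small intestine, and 1 WT library each in thymus, small intestine and heart lies near the E861A libraries.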

### The absence of ADAR1 or loss of ADAR1-mediated A-to-I editing are equivalent in vivo

A direct comparison of the specific loss of ADAR1-mediated editing and complete absence of ADAR1 protein would clarify the potential for ADAR1 to contribute to processes beyond A-to-I editing. The difference in viability and tissue phenotypes between *Adar1* ^*-/-*^ *Ifih1* ^*-/-*^ and *Adar1* ^*E861A/E861A*^ *Ifih1* ^*-/-*^ rescued mice suggested there may be editing-independent roles of ADAR1. We initially assessed cohorts of *Adar1* ^*-/-*^ *Ifih1* ^*-/-*^ and *Adar1* ^*E861A/E861A*^ *Ifih1* ^*-/-*^ pups and littermate controls at the day of birth, a time point when the majority of the *Adar1* ^*-/-*^ *Ifih1* ^*-/-*^ are viable [17]. At this developmental age, there was no difference between the ADAR1 null and editing-deficient alleles with the frequency of B cells in the spleen being equivalent and no apparent activation of the innate immune sensing pathway (Fig. 7a, b).

**Fig. 7:**
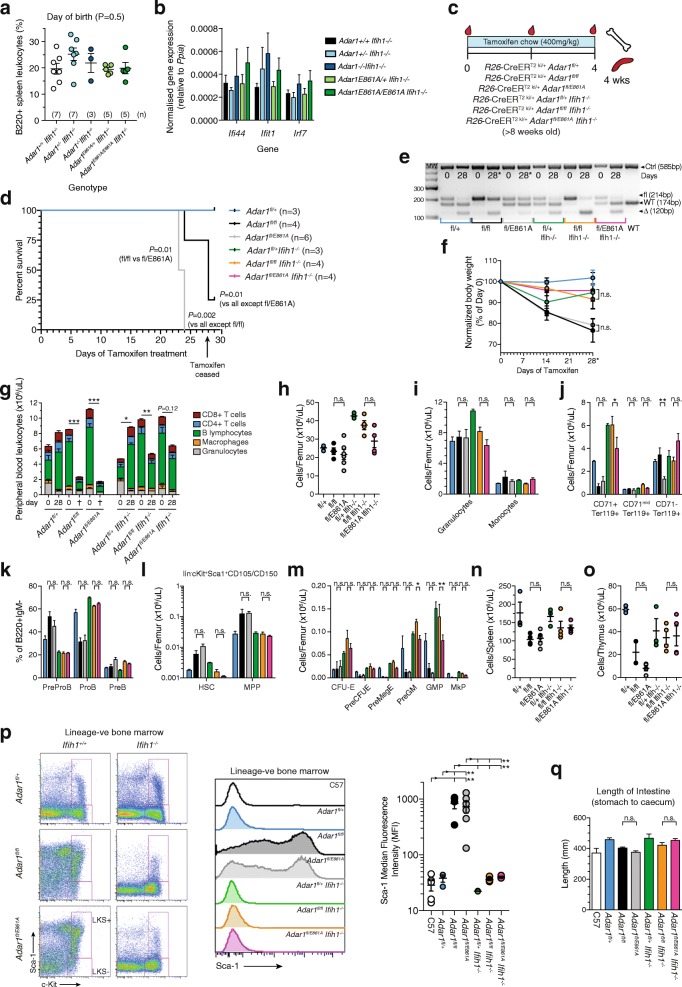
The complete absence of ADAR1 and the specific loss of ADAR1-mediated editing activity phenocopy. **a** Percentage of B cells (B220 + ve) spleen leukocytes in the indicated genotypes at the day of birth, n as indicated in (**a**). Data are pooled from at least two separate litters per genotype. **b** Expression of *Ifi44*, *Ifit1*, and *Irf7* transcript in whole brain from the indicated genotypes on the day of birth, n as for (**a**). **c** Experimental outline of somatic deletion model; all mice were aged ≥ 8 weeks at tamoxifen initiation (defined as day 0). **d** Kaplan–Meier survival *plot* of each genotype. All *Ifih1* ^*-/-*^ lines fall under the *Adar1* ^*fl/+*^. Mice were analyzed on the day of euthanasia or day 29 as indicated. **e** Genotyping of genomic DNA at day 0 (PB-derived cells) and day 28/euthanasia (BM-derived cells) for each genotype. **f** Change in body weight (day 0 normalized to 100%) and day 28/euthanasia. **g** PB leukocyte counts and lineage distribution within the total leukocyte count at day 0 (pre-tamoxifen) and day of euthanasia or day 28 as indicated in (**b**). Statistics compare day 0 and day of euthanasia/day 28 within an individual genotype. **h** BM cellularity, (**i**) granulocytes and macrophages, (**j**) erythroid cells, (**k**) percentages of B cell precursors within the B220 + IgM- population, (**l**) stem cell and multipotent progenitor populations, (**m**) the numbers of myelo-erythroid progenitors/femur for each genotype. **n** Spleen and (**o**) thymus cellularity. **p** Representative FACS *plots* of Sca-1 expression in the lin^-^c-Kit^+^ BM fraction. Representative median fluorescence intensity histogram *plots* of Sca1 and quantitation of Sca1 expression levels. **q** Intestine length (stomach – caecum) for each genotype at day of euthanasia or day 29 as indicated in (**b**). Statistical comparison (except (**b**, **d**)) shown only for *R26*-CreER^ki/+^ *Adar1* ^*fl/fl*^ vs. *R26*-CreER^ki/+^ *Adar1* ^*fl/E861A*^ and *R26*-CreER^ki/+^ *Adar1* ^*fl/fl*^ *Ifih1* ^*-/-*^ vs. *R26*-CreER^ki/+^ *Adar1* ^*fl/E861A*^ *Ifih1* ^*-/-*^. Full statistical analysis of all comparisons in Additional file 6: Table S1. Number of animals per group indicated in (**b**); data are pooled from two separate experiments. *P < 0.05; **P < 0.01, ***P < 0.001

Next, we evaluated this using an acute somatic deletion model comparing *R26*-CreER *Adar1* ^*fl/+*^ (control; expressing WT ADAR1 protein after tamoxifen treatment), *R26*-CreER *Adar1* ^*fl/fl*^ (ADAR1 protein null after tamoxifen treatment), and *R26*-CreER *Adar1* ^*fl/E861A*^ (expressing an editing deficient ADAR1 protein after tamoxifen treatment) on both an MDA5 WT and null background (Fig. 7c). All mice were aged at least eight weeks at the initiation of up to 28 days treatment with tamoxifen administered via the food (400 mg/kg in standard chow). The *R26*-CreER *Adar1* ^*fl/fl*^ and *R26*-CreER *Adar1* ^*fl/E861A*^ animals both lost condition and weight from day 14 onward (Fig. 7d–f). This decline in health was accompanied by a severe reduction in PB indices and the euthanasia of all *R26*-CreER *Adar1* ^*fl/E861A*^ animals and three of four *R26*-CreER *Adar1* ^*fl/fl*^ animals prior to day 28 of treatment (Fig. 7f, g). All remaining genotypes remained healthy at day 28 and were assessed on day 29 (Fig. 7d). Upon euthanasia or cessation of tamoxifen as indicated, genotyping confirmed the efficient recombination of the floxed allele in the *R26*-CreER *Adar1* ^*fl/+*^ animals (Fig. 7e). The *R26*-CreER *Adar1* ^*fl/fl*^ and *R26*-CreER *Adar1* ^*fl/E861A*^, while both moribund and requiring euthanasia, retained the floxed allele indicative of selection against deletion as previously observed in other settings [14, 18, 19]. Strikingly, the absence of MDA5 allowed the efficient recombination of the floxed allele in both the *R26*-CreER *Adar1* ^*fl/fl*^ *Ifih1* ^*-/-*^ and *R26*-CreER *Adar1* ^*fl/E861A*^ *Ifih1* ^*-/-*^ animals (Fig. 7e).

We focused our assessment on hematopoiesis, given the well-characterized impact of ADAR1 deficiency on this system. Across PB (Fig. 7g), BM (Fig. 7h–m), spleen (Fig. 7n, Additional file 3: Figure S2), and thymus (Fig. 7o, Additional file 3: Figure S2), the results were highly comparable: that the complete absence of ADAR1 protein and the specific absence of A-to-I editing by ADAR1 were largely indistinguishable, and that the deletion of MDA5 rescued both the ADAR1 null and editing deficient alleles equivalently. In the presence of MDA5, the deletion of ADAR1 or prevention of editing by ADAR1 resulted in a loss of erythroid progenitors (Fig. 7j), a block in B-cell maturation in the BM (Fig. 7k), an accumulation of phenotypic stem and primitive progenitor populations (Fig. 7l) with a loss of the committed myelo-erythroid progenitor populations (Fig. 7m). These changes were prevented by the deletion of MDA5. The activation status of the innate immune response was queried using expression of Sca1, a cell surface protein induced by IFN resultant from an innate immune response [14, 51]. In the *R26*-CreER *Adar1* ^*fl/fl*^ and *R26*-CreER *Adar1* ^*fl/E861A*^ BM primitive hematopoietic population, there was a profound upregulation of Sca1 expression that was completely prevented by deletion of MDA5 (Fig. 7p). Intestinal length was assessed as prior work identified intestinal shortening following the somatic deletion of *Adar1* in a *Mavs* ^*-/-*^ background, although the age of these animals was not provided [17]. No difference in intestinal length was observed in our cohorts (Fig. 7q). These results demonstrate that the complete absence of ADAR1 and the specific absence of ADAR1-mediated A-to-I editing, in either the presence or absence of MDA5, respectively, are largely indistinguishable in adult mice. Therefore, preventing MDA5 substrate formation requires A-to-I editing of endogenous RNA and is the primary in vivo function of ADAR1.

## Discussion

The consequences of altered ADAR1 function are severe, from embryonic lethality in mice to debilitating neurological disease and systemic interferonopathy in humans with loss-of-function alleles [22, 52], to putative oncogenic roles when overexpressed [31, 53, 54], so it is critical to clearly define the key function(s) of ADAR1. In contrast to the physiologically essential role of transcript recoding by ADAR2, the importance of recoding to the biology of ADAR1 was unknown. In addition to protein recoding, ADAR1 can edit dsRNA substrates resulting in changes in multiple aspects of miRNA biogenesis or function, affect mRNA stability, 3’-UTR length and translation, and modify splice site usage in addition to altering dsRNA secondary structures, which have been proposed to interface with the innate immune sensing system [19, 55]. We now demonstrate that the absence of ADAR1-mediated editing is surprisingly well tolerated, once the innate immune sensor MDA5 is deleted. *Adar1* ^*E861A/E861A*^ *Ifih1* ^*-/-*^ mice are strikingly normal in a homeostatic state. Given the extent of A-to-I editing in the transcriptome, the precedent of ADAR2/*Gria2* and the diverse functions in which ADAR1 is implicated [2, 6, 56, 57], this was unexpected. This demonstrates that exonic recoding of transcripts by ADAR1, as well as other proposed editing-dependent effects of ADAR1 on gene expression, are not essential for development and adult homeostasis. Consistent with this, we saw very few changes to the global gene expression profile in adult brain of *Adar1* ^*E861A/E861A*^ *Ifih1* ^*-/-*^ mice. The lack of phenotypes in the *Adar1* ^*E861A/E861A*^ *Ifih1* ^*-/-*^ mice at homeostasis reveals that ADAR1’s primary and physiologically most important function is to edit endogenous RNA to prevent the formation of endogenous MDA5 substrates.

We do not exclude subtle or additional phenotypes in the *Adar1* ^*E861A/E861A*^ *Ifih1* ^*-/-*^ mice that were not appreciated in our analysis, as were demonstrated after the broad phenotypic testing of the *Adar2* ^*-/-*^ *Gria2* ^*R/R*^ mice [10]. Additionally, the analysis of the *Adar1* ^*E861A/E861A*^ *Ifih1* ^*-/-*^ animals in non-homeostatic settings, such as when subjected to stress or in pathological settings, may identify essential functions for ADAR1-mediated editing that are not apparent under the homeostatic conditions assessed here. A small number of mammalian conserved, positively selected recoding events have been identified [49]. While ADAR2 can edit many of these sites, particularly in the brain, it is also highly likely that the requirement for these may only become apparent in very specific circumstances. The known conserved ADAR1 dependent sites in *Bclap* and the *Htr2c* transcript were no longer edited in the *Adar1* ^*E861A/E861A*^ *Ifih1* ^*-/-*^ animals. Recoding events mediated by ADAR1 have been demonstrated to result in altered protein function. An example is the recoding of a serine-to-glycine in *AZIN1* (p.S365G) [49, 54]. In this instance, the edited form of AZIN1 is predicted to result in a gain-of-function allele, whereas our murine models have a loss of ADAR1-mediated editing and the physiological consequences of this are likely to be distinct. Overall, the absence of the conserved ADAR1-mediated recoding events appears well tolerated, suggesting that these proteins may have functions in the whole organism that are either mild/subtle, that their absence is not sufficient to be pathogenic in isolation, or that these only demonstrate an essential requirement in specific settings.

The nexus between ADAR1 and the innate immune system, centered on the MDA5-MAVS axis, has solidified due to the work of a number of groups, including our own [17, 26]. However, the differences between the *Adar1* ^*E861A/E861A*^ *Ifih1* ^*-/-*^ animals reported here and the various *Adar1* ^*-/-*^ rescued mice are intriguing [17]. Mannion et al. reported survival of the *Adar1* ^*-/-*^ *Mavs* ^*-/-*^ animals until the day of birth and that there was normal histology of internal organs of an *Adar1* ^*-/-*^ *Mavs* ^*-/-*^ pup at this time [26]. Pestal et al. also identified that the vast majority (>90–95%) of both *Adar1* ^*-/-*^ *Mavs* ^*-/-*^ and *Adar1* ^*-/-*^ *Ifih1* ^*-/-*^ pups died by two days after birth. A very small number of the *Adar1* ^*-/-*^ *Mavs* ^*-/-*^ pups were identified that survived for 13–20 days. These rare *Adar1* ^*-/-*^ *Mavs* ^*-/-*^ survivors had defects in kidney patterning, small intestines, lymph nodes, and B lymphopoiesis [17]. The *Adar1* ^*E861A/E861A*^ *Ifih1* ^*-/-*^ animals do not have these phenotypes, nor is an absence of B cells apparent in the cohort of *Adar1* ^*-/-*^ *Ifih1* ^*-/-*^ pups we assessed on the day of birth (Fig. 7a, b). The simplest interpretation of this is that editing-independent functions of ADAR1 have essential functions, specifically in early post-natal development. The phenotypes reported for the rescued *Adar1* ^*-/-*^ were on a *Mavs* ^*-/-*^ background, which may be an important contributing factor to the differences compared to the *Adar1* ^*E861A/E861A*^ *Ifih1* ^*-/-*^. The genetic rescue of the *Adar1* ^*-/-*^ achieved by loss of MDA5 was qualitatively better than MAVS deficiency at the day of birth [17]. A possible explanation may be that there is a difference between the cellular consequences of being *Mavs* ^*-/-*^ and *Ifih1* ^*-/-*^. In *Adar1* ^*-/-*^ *Mavs* ^*-/-*^ and *Adar1p150* ^*-/-*^ *Mavs* ^*-/-*^ cells, unedited endogenous dsRNA – the presumptive candidate immunogenic substrate – are formed and can be sensed by MDA5. The loss of MAVS prevents downstream signaling, but sensing and filament formation by MDA5 remains intact. While the consequences of MDA5 filament formation in the absence of signaling is unknown, it is possible based on the rescue of the *Adar1* ^*E861A/E861A*^ *Ifih1* ^*-/-*^ animals and cells that these may in part contribute to the phenotypes observed. Supporting this, in a cell-based assay of MDA5 function, 5–10% of signaling activity remained in the absence of MAVS [58].

To directly assess the contribution of editing-dependent and editing-independent function of ADAR1 under identical conditions, we assessed pups at the day of birth and used an adult somatic deletion model that leaves animals acutely as either *Adar1*-null (*Adar1* ^*fl/fl*^) or editing deficient (*Adar1* ^*fl/E861A*^). The pups assessed on the day of birth were grossly normal, had normal B cell frequency in the spleen, and no evidence of activated ISGs, indicating that an absence of B cells is not an MDA5-independent function of ADAR1 at the age assessed but may be a phenotype restricted to those rare animals that survived 10–20 days after birth [17]. How these rare *Adar1* ^*-/-*^ *Mavs* ^*-/-*^ animals adapted and survived is unclear. ADAR1p150 appears to have a more specific function in B-cell homeostasis than ADAR1p110 based on the analysis of *Adar1p150* ^*-/-*^ *Mavs* ^*-/-*^, which would not be appreciable in the assays we have completed where both ADAR1 isoforms are either null or editing deficient [17]. In the somatic deletion model that we have applied, there was no/little difference across nearly all cell populations enumerated between the being ADAR1 null and editing-deficient on either an MDA5 WT and null background. This demonstrated that the *Adar1*-null animals were no worse off than animals expressing only an editing-deficient protein. Second, the phenotypes of ADAR1 deficiency or of editing loss were comparably rescued by MDA5 deletion. The somatic deletion of *Adar1* on a *Mavs* ^*-/-*^ background resulted in disrupted intestinal homeostasis five days after tamoxifen treatment [17], with the caveat that the *Adar1* ^*+/+*^ *Mavs* ^*-/-*^ control was not described. This was not observed in the experiments that we completed using the adult deletion model on an *Ifih1* ^*-/-*^ background; however, these experiments have several important differences including Cre strain used and route of tamoxifen administration that limit direct comparison.

While acknowledging there may be editing-independent functions of ADAR1 that are only apparent in early postnatal development, we favor an alternative interpretation. We hypothesize a critically sensitive time point in early post-natal development where unedited dsRNA loads reach a high enough level, akin to the threshold model proposed for DNA sensing [59], that development cannot proceed and where having an ADAR1 protein, even editing-deficient, that can bind RNA is sufficient to “sequester” the dsRNA, can block/reduce signaling to a tolerated level. Whether expression of an editing-deficient cytosolic isoform of ADAR1 would elicit the same effect requires testing. If it were to reduce innate immune signaling in the absence of editing, it would support the concept as has been observed in *C. elegans* and in murine embryonic fibroblasts (MEFs) [26, 60]. The subtle innate immune activation, at least on a transcriptional level in the *Adar1* ^*E861A/E861A*^ *Ifih1* ^*-/-*^ tissues, alludes to alternative minor pathways able to induce the production of ISGs independent of MDA5 (Fig. 2a). Very recently it was reported that Ribonuclease L deficiency could rescue cell death associated with deletion of ADAR1 in a human cell line model [61]. The murine genetic data and rescue indicate that such a mechanism does not get activated in the *Adar1* ^*E861A/E861A*^ *Ifih1* ^*-/-*^ animals, consistent with the concept that having a protein capable of binding RNA, even if incapable of editing, is advantageous compared to being completely deficient for ADAR1.

The present data demonstrate that once MDA5 is neutralized, there are no essential ADAR1-mediated editing events required for mammalian development and adult homeostasis. We do not find evidence for an analogous essential protein recoding event(s) mediated by ADAR1 to that of *Gria2* for ADAR2. Moreover, A-to-I editing by ADAR1 of a variety of substrates, including the editing of miRNAs and their target sequences, outside of modifying the potential for these to interact with MDA5, is neither essential nor required for normal mammalian homeostasis. The parallels between the ADAR1 null and editing-deficient models suggest that editing independent roles of ADAR1 are not significant contributors to the in vivo phenotypes associated with loss of ADAR1. As the transcriptional response and cellular consequences of loss of ADAR1 are conserved across mammals, these data have implications for humans with *ADAR1* mutations, particularly those with AGS [17, 21, 52]. Our data demonstrate that if MDA5 activity/expression can be prevented or reduced, even in the context of a completely editing-deficient ADAR1 protein, this is sufficient to result in largely normal development with limited consequences on long-term organ and tissue homeostasis.

## Conclusions

These analyses demonstrate that the lifetime absence of ADAR1-editing is well tolerated, once MDA5 is inactivated. We conclude that protein recoding arising from ADAR1-mediated editing, unlike ADAR2, is not essential for organismal homeostasis. The comparison of both germline and acute somatic deficient *Adar1* ^*-/-*^ and *Adar1* ^*E861A*^ animals, on either a WT and MDA5-deficient background, did not identify distinct differences between being ADAR1 protein-deficient and having only the expression of an editing dead protein. The phenotypes associated with loss of ADAR1 are the result of RNA editing and MDA5-dependent functions. A-to-I editing by ADAR1 of a variety of substrates, including the editing of miRNAs and their target sequences, outside of modifying the potential for these to interact with MDA5, is neither essential nor required for normal mammalian homeostasis.

## Methods

### Animals

All animal experiments were approved by the AEC (AEC#030/14 and AEC#031/15; St. Vincent’s Hospital, Melbourne). *Adar* ^*E861A/+*^ (*Adar1* ^*E861A/+*^; MGI allele: *Adar* ^*tm1.1Xen*^; MGI:5805648), *Ifih1* ^-/-^ (*Ifih1* ^*tm1.1Cln*^), *Adar* ^*-/-*^ (*Adar1* ^*-/-*^; MGI allele: *Adar* ^*tm2Phs*^; MGI:3029862), *Adar* ^*fl/fl*^ (*Adar1* ^*fl/fl*^; MGI allele: *Adar* ^*tm1.1Phs*^; MGI:3828307), and *Rosa26*-CreER^T2^ (Gt(ROSA)26Sor^tm1(cre/ERT2)Tyj^) mice were on a backcrossed C57BL/6 background as previously described [14, 18, 19, 62, 63]. For day of birth analysis, females were plug mated and pups collected before midday on the day of birth. For acute somatic deletion model, all animals were aged ≥ 8 weeks at tamoxifen initiation; tamoxifen-containing food was prepared at 400 mg/kg tamoxifen citrate (Sigma) in standard mouse chow (Specialty Feeds, WA, Australia).

### Histology

Four (two males, two females) 12-week-old *Adar1* ^*E861A/+*^ *Ifih1* ^*-/-*^ and *Adar1* ^*E861A/E861A*^ *Ifih1* ^*-/-*^ littermates were used for histopathology examination. Tissue collection and histology was performed by the Australian Phenomics Network Histopathology and Organ Pathology Core, University of Melbourne. One male and one female *Adar1* ^*E861A/+*^ *Ifih1* ^*-/-*^ were genotype identified to the pathologists as “controls,” the remaining samples were genotype blinded. Sections were assessed by independent pathologists. The full pathology report is available in Additional file 3: Dataset S1.

### Flow cytometry analysis and fluorescent activated cell sorting

Peripheral blood was analyzed on a hematological analyzer (Sysmex KX-21 N, Roche Diagnostics). Single-cell BM, spleen, and thymus suspensions were prepared by passing through a 23-G needle (BM) or crushing through a 40-μm cell strainer (spleen/thymus) [64]. Antibodies against murine Ter119, CD71, B220, IgM, CD11b/Mac1, Gr1, F4/80, CD43, CD19, CD4, CD8, CD44, Sca-1, c-Kit, CD34, FLT3, FcγR (CD16/32), CD41, CD105, and CD150 were either biotinylated or conjugated with FITC; phycoerythrin, phycoerythrin-Cy5, peridinin chlorophyll protein-Cy5.5, phycoerythrin-Cy7, allophycocyanin, or allophycocyanin eFluor780 were all obtained from eBioscience. CD105 and CD150 were from BioLegend. Biotinylated antibodies were detected with streptavidin conjugated with Brilliant Violet-605 (Biolegend). Cells were analyzed on a BD LSRIIFortessa (BD Biosciences). Results were analyzed with FlowJo software Version 10.0 (Treestar).

For serum cytokine/chemokine expression analysis, serum was isolated from peripheral blood and assessed using a custom bead-based immunoassay (LEGENDPlex, BioLegend) measuring murine IFNγ IFNβ, IL-10, TNFα, CXCL10, CXCL1, CCL2, and CCL11. Serum from age- and sex-matched WT C57B6/J mice from the same rooms of the BioResources Facility were run in parallel. Samples were assessed on BD LSRIIFortessa (BD Biosciences). Results were analyzed with LEGENDPlex software version 7.0 (Biolegend). As a control, tissue culture media was isolated from immortalized myeloid progenitor cells generated from *Rosa26*-CreER^T2^ *Adar1* ^*E861A/fl*^ cell lines that were treated with 200 nM tamoxifen for four days to delete the WT *Adar1* allele. These cells were immortalized with HoxA9 and selected for proliferation in GM-CSF conditioned media as described [44].

### Micro-computed tomography analysis of bone parameters (microCT)

Ex vivo microCT was performed on tibiae using the SkyScan1076 system (Bruker-microCT, Kontich, Belgium) essentially as previously described [47]. Male and female 12-week-old tibia were isolated, fixed overnight in 2% paraformaldehyde, and then stored in 70% ethanol until imaged. Images were acquired using the following settings: pixel size = 9 μm, aluminum filter = 0.5 mm, voltage = 45 kV, current = 220 μA, rotation = 0.7°, and frame averaging = 1. Images were reconstructed and analyzed with SkyScan software programs NRecon (version 1.6.3.3), DataViewer (version 1.4.4), CT Analyser (CTan, version 1.12.0.0), and CTVox (version 2.2.0). The trabecular analysis region of interest (ROI) was determined by identifying the start of the mineralized zone of the proximal growth plate and calculating 3% of the total tibial length towards the tibial mid-shaft, where we then analyzed an ROI of 13.5% of the total tibial length. Analysis of trabecular bone structure was completed using adaptive thresholding (mean of min and max values) in CTan with threshold set at 45–255 for trabecular bone. Cortical analyses were performed at 40% of the total tibial length distal from the mineralized zone of the proximal growth plate and extending for 13.5% of the total tibial length; the threshold values for cortical bone were set to 79–255 and global thresholding algorithm was used. The three-dimensional visualization of trabecular and cortical bone was performed with CTVox, where volume-rendered images were pseudo-colored based on grayscale (pixel) intensity that is reflective of bone mineralization.

### qRT-PCR

Mouse tissues from three independent biological replicates from age-matched and sex-matched C57BL/6, *Adar1* ^*+/+*^ *Ifih1* ^*-/-*^, and *Adar1* ^*E861A/E861A*^ *Ifih1* ^*-/-*^ mice were homogenized in Trisure reagent using IKA T10 basic S5 Ultra-turrax Disperser. Brain tissue was isolated from the pups collected at the day of birth and snap-frozen, then homogenized in Trisure reagent using IKA T10 basic S5 Ultra-turrax Disperser. RNA was extracted using Direct-Zol columns (Zymo Research) as per manufacturer’s instructions. Complementary DNA (cDNA) was synthesized using Tetro cDNA synthesis kit (Bioline). Real-time PCR was done in duplicate with Brilliant II SYBR Green QPCR Master Mix (Agilent Technologies) and primers from IDT (Additional file 3: Table S2). All primers were optimized to have equal efficiency (100+/-10%) before use. *Ppia* was used as a reference gene for relative quantification using the ∆Ct method. RNA was obtained from fetal brain from E12.5 *Adar1* ^*E861A/E861A*^ embryos and processed as described above [19].

### Microfluidics-based multiplex PCR and deep sequencing (mmPCR-seq) identification of A-to-I editing sites

Whole brain, kidney, spleen, thymus, BM, heart, and small intestines from three independent biological replicates from *Adar1* ^*+/+*^ *Ifih1* ^*-/-*^ and *Adar1* ^*E861A/E861A*^ *Ifih1* ^*-/-*^ were used for mmPCR-seq. Following tissue homogenization, RNA was isolated using TRIsure reagent (Bioline) and Direct-Zol columns (Zymo Research). cDNA was synthesized using iScript Advanced Kit (BioRad) using 1.2–7.5 μg RNA per tissue. A total of 200 ng of cDNA was used for mmPCR-seq targeting 557 loci containing 11,103 known A-to-I editing sites [48]. A-to-I editing frequency was assessed using the criteria: minimum coverage > 100 (in 2/3) of WT (*Adar1* ^*+/+*^ *Ifih1* ^*-/-*^) and deficient (*Adar1* ^*E861A/E861A*^ *Ifih1* ^*-/-*^). For a given site, where a replicate had ≤ 100 reads that measurement is regarded as a missing value. All editing sites with editing ≤ 0.01 were removed, leaving 413–808 sites per tissue. 

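With these filters, the brain had 3949 covered sites, of which 808 were edited (20.5%). The smallest share was in spleen, with 284 of 6528 sites (4.35%). BM had 538 edited sites among 5095 covered, and thymus 529 among 6497. Liver had 677 of 4830 and kidney 532 of 5128. In small intestine 413 of 5155 and in heart 446 of 6154 covered sites were edited. Raising the limit for an edited site from 0.01 to 0.05 lowered the total of edited sites over the tissues from 4227 to 1756, with 479 left in the brain, 228 in BM and 57 in spleen. The counts in BM also depend on single WT libraries: with all 3 replicates of both genotypes required, 1601 sites were covered there, and without WT replicate 1, 205 were edited.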

Sites were ADAR1-specific targets if the editing level measurements between the WT (*Adar1* ^*+/+*^ *Ifih1* ^*-/-*^) replicates and the editing-deficient (*Adar1* ^*E861A/E861A*^ *Ifih1* ^*-/-*^) replicates were significantly different (*P* < 0.1, ANOVA) and the average editing levels between WT and editing-deficient samples differed by at least 5% [48].

### RNA-seq samples: adult brain

Total RNA was isolated from the whole brain from 12-week-old male *Adar1* ^*+/+*^ *Ifih1* ^*-/-*^ and *Adar1* ^*E861A/E861A*^ *Ifih1* ^*-/-*^ mice (n = 3/genotype). Sequins were included before ribosome depletion [65]. Post ribosome-depleted RNA was purified and subjected to indexing and library preparation using the Kapa Stranded RNA-seq Library Preparation Kit (Kapa Biosystems) and sequenced using the Illumina NextSeq500 with 75-bp paired-end reads by the Ramaciotti Centre for Genomics (UNSW, Australia).

### RNA-seq samples: fetal brain

Total RNA was isolated from the whole brain from E12.5 old male *Adar1* ^*+/+*^ *Ifih1* ^*-/-*^ and *Adar1* ^*E861A/E861A*^ *Ifih1* ^*-/-*^ mice (n = 3/genotype). RNA was purified and subjected to indexing and library preparation using the Illumina TruSeq RNA Sample Prep Kit v2. The libraries were sequenced using the Illumina HiSeq2000 with 100-bp paired-end reads by the Ramaciotti Centre for Genomics (UNSW, Australia).

### RNA-seq analysis

RNA-seq reads from adult brain were aligned to the MM9/NCBIM37 reference genome with STAR [66] and gene counts were determined using “--quantMode GeneCounts.” Differential gene expression analysis was performed using the Degust analysis tool (http://victorian-bioinformatics-consortium.github.io/degust/); briefly, genes were only considered with a CPM of ≥ 2 in 3/3 replicates of either the *Adar1* ^*E861A/E861A*^ *Ifih1* ^*-/-*^ or *Adar1* ^*+/+*^ *Ifih1* ^*-/-*^ (13,891 genes). Normalized read counts (moderated log counts per million) and differential expression were generated using edgeR [67] and genes were considered differentially expressed if FDR < 0.05 (124 genes: 81 up, 43 down). Adding a magnitude requirement to the fold change of abs(log_2_FC) > 1 resulted in 29 genes (24 up, 5 down).

RNA-seq reads from fetal brain were aligned to the MM9/NCBIM37 reference genome with STAR [66] and gene counts were determined using “--quantMode GeneCounts.” Differential gene expression analysis was performed using the Degust analysis tool (http://victorian-bioinformatics-consortium.github.io/degust/); briefly, genes were only considered with a CPM of ≥ 2 in 3/3 replicates of either the *Adar1* ^*E861A/E861A*^ *Ifih1* ^*-/-*^ or *Adar1* ^*+/+*^ *Ifih1* ^*-/-*^ (13,786 genes). Normalized read counts (moderated log counts per million) and differential expression were generated using edgeR [67] and genes were considered differentially expressed if FDR < 0.05 (808 genes: 745 up, 57 down). Adding a magnitude requirement to the fold change of abs(log_2_FC) > 1 resulted in 303 genes (294 up, 9 down).

### GO term enrichment of genes using PANTHER

PANTHER Overrepresentation Test [68] (release 20160715): PANTHER version 11.1 was used to perform statistical testing on sets of differential genes using all *Mus musculus* genes as the reference list against GO biological processes, using Bonferroni multiple testing correction.

### QuSAGE gene set testing

Quantitative Set Analysis for Gene Expression (QuSAGE) was performed as described [69] against the MSigDB collection “C2:curated gene sets” (c2.cgp.v4.0).

### Datasets

All datasets related to this work are deposited in GEO.

RNA-seq accessions:

GSE94387 (adult brain)

GSE94388 (fetal brain)

GSE94386 (mmPCR-seq: BM, spleen, thymus, liver, brain, kidney, small intestine, and heart)

### Statistical analysis

For biological experiments, the significance of results was analyzed using the one-way or two-way ANOVA with multiple comparison corrections unless otherwise stated, *P* < 0.05 was considered significant. All data are presented as mean ± SEM.

## Additional files

Additional file 1: **Movie S1** Video of 12-week-old male mice. (MOV 11186 kb)

Additional file 2: **Movie S2** Video of 12-week-old female mice. (MOV 6740 kb)

Additional file 3: **Dataset S1** Full histopathology report (related to Fig. 4), **Figure S1** (related to Fig. 4) 12-week-old female mouse bone parameters (full legend with figure). **Figure S2** (related to Fig. 7) Spleen and thymus data from *R26*-CreER *Adar1* ^*fl/fl*^ *Ifih1* ^*-/-*^ and *R26*-CreER *Adar1* ^*fl/E861A*^ *Ifih1* ^*-/-*^ and control animals (full legend with figure). **Table S2** qPCR primers used in this study.

Additional file 4: **Dataset S2** RNA-seq data (related to Fig. 5).

Additional file 5: **Dataset S3** mmPCR-seq data (related to Fig. 6).

Additional file 6: **Table S1** Full statistical comparison of data in Fig. 7.

# Supplementary material for: Protein recoding by ADAR1-mediated RNA editing is not essential for normal development and homeostasis
**Source:** Genome Biol. 2017 Sep 5;18:166. doi: 10.1186/s13059-017-1301-4
**Supplement:** Supplementary file 3 — Dataset S1 Full histopathology report (related to Fig. 4), Figure S1 (related to Fig. 4) 12-week-old female mouse bone parameters (full legend with figure). Figure S2 (related to Fig. 7) Spleen and thymus data from R26-CreER Adar1 fl/fl Ifih1 -/- and R26-CreER Adar1 fl/E861A Ifih1 -/- and control animals (full legend with figure). Table S2 qPCR primers used in this study.

**Additional Files:**

**Additional File 1: Movie S1.mov** – Video of 12 week old male mice free on cage. Male 12-week old mice, two *Adar1*<sup>E861A/+</sup>*Ifih1*<sup>-/-</sup> and one *Adar1*<sup>E861A/E861A</sup>*Ifih1*<sup>-/-</sup>.

**Additional File 2: Movie S2.mov** – Video of 12 week old female mice free on cage. Female 12-week old mice, two *Adar1*<sup>E861A/+</sup>*Ifih1*<sup>-/-</sup> and two *Adar1*<sup>E861A/E861A</sup>*Ifih1*<sup>-/-</sup>.

**Additional File 3: Dataset S1.pdf** – Full histopathology report (related to Figure 4)

**Additional File 3: Figure S1.pdf (related to Figure 4)** – 12-week old female mouse bone parameters (full legend with figure).

**Additional File 3: Figure S2.pdf (related to Figure 7)** – Spleen and thymus data from *R26-CreER Adar1*<sup>fl/fl</sup>*Ifih1*<sup>-/-</sup> and *R26-CreER Adar1*<sup>fl/E861A</sup>*Ifih1*<sup>-/-</sup> and control animals (full legend with figure).

**Additional File 3: Table S2.pdf** – qPCR primers used in this study

**Additional File 4: Dataset S2.xls** – RNA-seq data (related to Figure 5). *Adar1*<sup>E861A/E861A</sup>*Ifih1*<sup>-/-</sup> and *Adar1*<sup>+/+</sup>*Ifih1*<sup>-/-</sup> 12-week old brain count data and differential expression. *Adar1*<sup>E861A/E861A</sup> and *Adar1*<sup>+/+</sup> fetal (E12.5) brain count data and differential expression. QuSAGE analysis from adult and fetal brain. PANTHER GO term analysis from adult brain (both combined and separated by up- and down-regulated genes) with multiple expression and logFC cutoffs.

**Additional File 5: Dataset S3.xls** – mmPCR-seq data and additional analysis of conserved editing sites and mouse ENCODE expression of the transcripts in the indicated tissues (related to Figure 6).

**Additional File 6: Table S1.xls** – Full statistical comparison of data in Figure 7

Histopathology and Organ Pathology  
The University of Melbourne  
Department of Anatomy and Neuroscience  
Grattan Street, PARKVILLE, VIC 3010

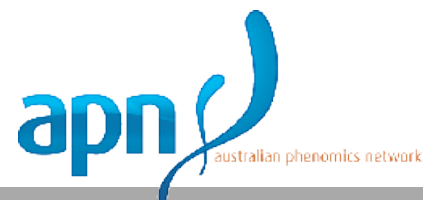

## 9.1 Histopathology Report

**Animal Health Facility**

St. Vincent's Bioresources Centre  
POSITIVE for Mouse Norovirus POSITIVE  
for Helicobacter hepaticus  
POSITIVE for Helicobacter spp  
POSITIVE for Helicobacter typhlonius  
POSITIVE for Pasteurella pneumotropica  
POSITIVE for Pasteurellaceae spp (not including pneumotropica)  
POSITIVE for Chilomastix bettencourti  
POSITIVE for Entamoeba muris

**Organs Examined**

Adrenal glands, Bladder, Bone marrow, Brain, Cecum, Cervix, Clitoral gland, Colon, Duodenum, Epididymes, Eyes, Gall bladder, Harderian glands, Head, Heart, Hind leg (Long bone, Bone marrow, Synovial joint, Skeletal muscle), Ileum, Jejunum, Kidney, Liver, Lungs, Mammary tissue, Mesenteric lymph node, Other tissue, Ovaries, Oviducts, Pancreas, Penis, Preputial gland, Prostate glands, Salivary glands and Regional lymph nodes, Seminal vesicles, Skin, Spinal cord, Spleen, Stomach, Tail, Testes, Thymus, Thyroids, Trachea, Uterus, Vagina

**Macroscopic  
Observation****s**

Delivered to the APN Tuesday AM 15th March.

At the time of necropsy, the animals appeared well nourished, well groomed, active/curious and healthy with normal movement and gait. There were no observable dermal lesions and no nasal/ocular discharges. The gastrointestinal tract contained ample ingesta and the thoracic and abdominal viscera showed no macroscopic abnormalities. Mildly distended intestine in animal #383.

**Note:**

(i) Reactive lymph nodes are defined as mild follicular hyperplasia, germinal centre formation and occasional sinus histiocytosis- a common finding in mice

(ii) Mild extramedullary hematopoiesis (EMH) identified in the red pulp of all the spleens, a common finding in the mouse. EMH consists of erythroid precursors, myeloid precursors, megakaryocytes or all three. While some degree of extramedullary hematopoiesis is present in normal rodents, especially in mice, increased extramedullary hematopoiesis can result from hematotoxic insult, systemic anemia, and infections elsewhere in the body.

(iii) Sexual dimorphism, under the influence of testosterone exists in the submandibular glands of the mouse. The male glands are larger and weigh almost twice as much as those of the female. In the male, the convoluted (granular) ducts are larger and more prominent than the female, and are lined by large, tall columnar cells, containing abundant eosinophilic intra-cytoplasmic granules. In the female, these ducts are lined by shorter columnar cells with centrally located nuclei and fewer intra-cytoplasmic granules.

**Microscopic Observations**

Blood counts: Most readings are within the normal mouse reference intervals. The Hematocrit was elevated (this is likely to be a result of mild dehydration as the RBC count was normal). The platelet count for most samples including the controls was low, worth noting as the MPV was elevated in some cases indicating the presence of large, immature platelets. Please note that mouse platelets readily aggregate and instrument generated platelet counts will underestimate true platelet counts in the presence of platelet clumping. In addition, mouse platelet clumps are counted as eosinophils by some automated hematology analyser. Note that the eosinophil count for all samples was elevated.

**380 (control)**

---

## Macro Observations

Testes: 5x4x3mm, symmetrical  
Spleen: 14x4x3mm  
Kidneys: 12x7x5mm, symmetrical  
Thymus: 10x9x2mm  
Heart: 10x7x6mm  
Brain: 15x11x6mm, symmetrical  
Pituitary gland identified, macroscopically normal  
Tail 80mm (straight)  
Teeth, tongue and oral mucosa unremarkable - Head harvested for evaluation of auditory and vestibular structures  
Tail suspension test for neurological defects-negative  
Left hind leg-Bone marrow smear

Ears harvested and frozen  
Left tibia collected and fixed overnight in 10% NBF at room temperature then transferred to 70% ethanol

## Micro Observations

Peripheral blood smear: Examination of the smear showed red blood cells (majority of cells shown), occasional white blood cells including segmented neutrophils and platelets (clumps). No discernible morphological changes or detectable parasites (52853)

Marrow smear: Cells observed were readily identified as those from the erythroid and myeloid series. Conspicuous cells from the lymphoid series. Discernible and unremarkable megakaryoblasts (52854).

#380 was used as a male histological control

Testes- Occasional seminiferous tubule with mild testicular degeneration  
Cecum- Numerous intraluminal protozoa

## 388 (control)

### Macro Observations

Spleen: 12x4x2mm  
Kidneys: 10x6x5, symmetrical  
Thymus: 5x7x2mm  
Heart: 8x6x5mm  
Brain: 15x10x5mm, symmetrical  
Pituitary gland identified, macroscopically normal  
Tail 80mm (straight)  
Teeth, tongue and oral mucosa unremarkable - Head harvested for evaluation of auditory and vestibular structures  
Tail suspension test for neurological defects-negative  
Left hind leg-Bone marrow smear

A single ear was harvested and frozen  
Left tibia & femur collected and fixed overnight in 10% NBF at room temperature then transferred to 70% ethanol

### Micro Observations

Peripheral blood smear: Examination of the smear showed red blood cells (majority of cells shown), occasional white blood cells including segmented neutrophils and platelets (clumps). No discernible morphological changes or detectable parasites (52864)

Marrow smear: Cells observed were readily identified as those from the erythroid and myeloid series. Conspicuous cells from the lymphoid series. Discernible and unremarkable

---

megakaryoblasts (52863).

#388 was used as a female histological control

Cecum- Numerous intraluminal protozoa

## **378**

### Macro Observations

Testes: 6x5x4mm, symmetrical

Spleen: 15x4x2mm

Kidneys: 12x6x5mm, symmetrical

Thymus: 8x7x2mm

Heart: 10x7x6mm

Brain: 15x10x5mm, symmetrical

Pituitary gland identified, macroscopically normal

Tail 80mm (straight)

Teeth, tongue and oral mucosa unremarkable - Head harvested for evaluation of auditory and vestibular structures

Tail suspension test for neurological defects-negative

Left hind leg-Bone marrow smear

Ears harvested and frozen

Left tibia collected and fixed overnight in 10% NBF at room temperature then transferred to 70% ethanol

### Micro Observations

Peripheral blood smear: Examination of the smear showed red blood cells (majority of cells shown), occasional white blood cells including segmented neutrophils and platelets (clumps). No discernible morphological changes or detectable parasites (52851)

Marrow smear: Cells observed were readily identified as those from the erythroid and myeloid series. Conspicuous cells from the lymphoid series. Discernible and unremarkable megakaryoblasts (52852).

### Testes/Epididymes

Section shows typical convoluted seminiferous tubules at various stages of cycle surrounded by the tunica albuginea. Within the tubules, unremarkable spermatogenic cells including, Sertoli cells, spermatogonia, developing spermatocytes and spermatids. Section also shows unremarkable vas deferens with typical intraluminal sperm.

The architecture of the epididymis is typical, with numerous intraluminal elongated spermatozoa.

No lesions of significance  
(52689)

### Seminal vesicles

Unremarkable tall columnar epithelium and folded mucosa  
Presence of typical intraluminal eosinophilic secretions

No lesions of significance  
(52691)

---

## Prostate glands

Section shows unremarkable ventral/coagulating prostate glands with typical intraluminal secretions.

Section shows concretions in the prostatic urethra, commonly seen as an incidental finding

No lesions of significance

(52691)

## Penis/Preputial gland

Section shows typical penile structures including prepuce, glans, corpus cavernosum and urethra.

Unremarkable preputial glands including basal and secretory cells.

No lesions of significance

(52698)

## Urinary Bladder

Unremarkable distended bladder with typical urothelium and detrusor muscle.

No lesions of significance

(52691)

## Liver/Gall bladder

Section shows typical liver parenchyma including hepatocytes, Kupffer cells, portal triads and central veins.

Unremarkable Gall bladder

No lesions of significance

(52696)

## Stomach

Section show fore and glandular portions of the stomach with limiting ridge. In the glandular portion, mild enterocyte hyperplasia, mild inflammation (neutrophils) in the lower gastric glands extending into the underlying muscularis.

(52687)

*Comments:*

*Pathology to comment*

## Small Intestine (Duodenum, Jejunum & Ileum)/GALT

Section shows typical mucosal villi and submucosal layers. Mild enterocyte hyperplasia and prominent mitotic figures.

Peyer's patches displayed typical reactive nodal histology.

(52702, 52706)

*Comments:*

*Pathology to comment*

## Cecum/Colon/GALT

Typical mucosal folds and submucosal layers and typical lymphoid clusters (Peyer's patch) with reactive micromorphology

Marked intraluminal protozoan infestation in the cecum.

(52703, 52704)

---

## Mesenteric lymph node

Section shows small portion of mesenteric lymph node with typical nodal histology including cortex, medullary cords and sinuses.

No lesions of significance  
(52695)

## Spleen

Unremarkable follicular pattern identified with typical red and white pulp micromorphology. Mild extramedullary hematopoiesis identified in the red pulp of the spleen, a common finding in the mouse.

No lesions of significance  
(52692)

## Pancreas

Section shows representative exocrine tissue (serous acini) and endocrine tissue (islets of Langerhans).

No lesions of significance  
(52692)

## Kidney

Section shows a cortex, medulla, and papilla. There is a uniform distribution of Glomeruli and accompanying nephron components and the micromorphology of the convoluted and straight segment tubules was unremarkable.

Small clusters of tubular casts were observed in the cortex. These micromorphological changes were considered mild.

(52701)

*Comments:*

*Pathology to comment*

## Adrenal glands

Section shows adrenal glands with typical cortex/medulla micromorphology.

No lesions of significance  
(52701)

## Salivary glands and Regional lymph nodes

Section shows submandibular, sublingual and parotid glands. The regional lymph nodes displayed mild follicular hyperplasia with germinal centre formation, indicating a reactive state.

No lesions of significance  
(52695)

*Comments:*

*Observation: In the submandibular glands, there appears to be a paucity of serous acini compared to the control male*

---

## Thyroids

Normal lateral lobes of the thyroid gland with typical follicles lined by cuboidal epithelium.  
Section also includes representative parathyroid gland.

No lesions of significance  
(52690)

## Trachea/Lungs

Section shows typical lung micromorphology demonstrating parenchyma/alveoli, bronchioles, blood vessels and parabronchial lymph node.

Various degrees of interstitial and vascular congestion judged to be artefactual.

Trachea with unremarkable mucosal epithelial lining and hyaline cartilage.

Oesophagus with typical features including stratified squamous epithelium

No lesions of significance  
(52690)

## Thymus

Section shows typical medulla/cortex distribution and micromorphology.

No lesions of significance  
(52688)

## Heart/chambers/vessels/valves

Typical micromorphological observed in cardiac muscle, chambers, valves and vessels of the heart.

The cardiac muscle fibres demonstrated typical features including central nuclei, branching fibres and striations.

No lesions of significance  
(52700)

## Skin

Typical dermal appendages and distribution

No lesions of significance  
(52697)

## Tail

Section shows typical tail components including keratinized squamous epithelium, dense regular connective tissue, tendons, bone, intervertebral disc, bone marrow, skeletal muscle, nerves and blood vessels.

No lesions of significance  
(52694)

## Eyes/Harderian glands

Section shows eyes with unremarkable retina, cornea, iris, ciliary body, lens, sclera and choroid.  
Typical branched tubuloalveolar formation of the Harderian gland.

No lesions of significance  
(52705)

## Brain

Sections were prepared from the standard levels of the brain:

Level I: including cortex, corpus callosum, the lateral ventricles and caudate putamen (Bregma - 0.46)

Level II: includes the hippocampus, thalamus, amygdala, hypothalamus, lateral and third ventricles (Bregma -2.18)

Level III: includes the cerebellum, pons and fourth ventricle (Bregma -5.40)

Sections of brain stained with Haematoxylin and Eosin, Luxol Fast Blue appear symmetrical with no ventricular dilation observed, unremarkable meninges and typical lamination.

The cerebellum appears symmetrical with typical architecture and Purkinje cells.

At this level, there was no evidence of neuronal loss and the myelination appeared normal.

No lesions of significance  
(52707, 52867)

*Comments:*

*Neuropathology to comment*

## Spinal cord

Representative thoracic and lumbar region of spinal cord, vertebral bone, striated muscle, peripheral nerves and bone marrow.

No lesions of significance  
(52693)

## (Hind leg) Long bone/Bone marrow/Synovial joint/Skeletal muscle

Levels through the hind leg show unremarkable long bone, striated muscle, synovial joint and bone marrow including conspicuous megakaryoblasts. The skeletal muscle shows consistent fiber size with peripheral nuclei.

No lesions of significance  
(52699, 54804)

## Head

Multiple levels through the head demonstrate dermal appendages, nasal cavity, oral cavity, teeth and tongue including muscle bundles (52876-77). Sections also show unremarkable pituitary gland including pars intermedia, pars distalis and pars nervosa as well as the trigeminal nerve/ganglia (52875). The outer and middle regions of the ear are discernible. The tympanic membrane is intact and the ossicles are unremarkable and include the stapedial annular ligaments (52876-77).

Typical components of the inner ear including bony labyrinth, organ of corti, stria vascularis and scala cavities are discernible. Based on multiple levels, the organ of corti is unremarkable with no discernible loss of inner/outer hair cells and typical tectorial membrane (52876-77).

The cochlear nerve and spiral ganglion is also demonstrated and based on several levels, there is no reduction in the density of the spiral ganglion cells. Examples of otolith organs can be seen with typical features such as the hair cells and mineral otoliths. The ampulla including the crista ridge with hair cells is discernible (52878)

No lesions of significance  
(52875-79)

## 381

### Macro Observations

Spleen: 14x4x2mm

Kidneys: 11x6x5mm, symmetrical

---

Thymus: 10x8x2mm  
Heart: 9x6x6mm  
Brain: 14x11x6mm, symmetrical  
Pituitary gland identified, macroscopically normal  
Tail 85mm (straight)  
Teeth, tongue and oral mucosa unremarkable - Head harvested for evaluation of auditory and vestibular structures  
Tail suspension test for neurological defects-negative  
Left hind leg-Bone marrow smear

Ears harvested and frozen  
Left tibia collected and fixed overnight in 10% NBF at room temperature then transferred to 70% ethanol

#### Micro Observations

Peripheral blood smear: Examination of the smear showed red blood cells (majority of cells shown), numerous white blood cells including segmented neutrophils and platelets (clumps). No discernible morphological changes or detectable parasites (52859)

Marrow smear: Cells observed were readily identified as those from the erythroid and myeloid series. Conspicuous cells from the lymphoid series. Discernible and unremarkable megakaryoblasts (52860).

#### Mammary glands

Section shows typical mammary fat pad with developing lactiferous ducts (including primary duct), blood vessels, nerve bundles and a large reactive lymph node.

No lesions of significance  
(52787)

#### Ovaries/Oviducts

Section shows unremarkable ovaries containing follicles at various stages of development and several corpora lutea. Unremarkable oviduct micromorphology with typical columnar epithelium and mucosal folds.

No lesions of significance  
(52784)

#### Uterus/Cervix/Vagina/Clitoral gland

Unremarkable architecture of the endometrium/ endometrial glands, myometrium and adventitia. The micromorphology of the uterus and vagina places the animal at estrus.

No lesions of significance  
(52784)

#### Urinary Bladder

Unremarkable collapsed bladder with typical urothelium and detrusor muscle

No lesions of significance  
(52784)

#### Liver/Gall bladder

Section shows typical liver parenchyma including hepatocytes, Kupffer cells, portal triads and central veins. Unremarkable Gall bladder.

No lesions of significance  
(52786)

---

## Stomach

Section shows unremarkable fore and glandular portions of the stomach with limiting ridge.  
Query mild enterocyte hyperplasia  
(52789)

*Comments:*

*Pathology to comment*

## Small Intestine (Duodenum, Jejunum & Ileum)/GALT

Section shows typical mucosal villi and submucosal layers. Mild enterocyte hyperplasia and prominent mitotic figures.  
Peyer's patches displayed typical reactive nodal histology.  
(52775, 52779)

*Comments:*

*Pathology to comment*

## Cecum/Colon/GALT

Typical mucosal folds and submucosal layers and typical lymphoid clusters (Peyer's patch) with reactive micromorphology.  
Marked intraluminal protozoan infestation in the cecum, proximal and distal colon.  
(52772, 52773)

*Comments:*

*Pathology to comment*

## Mesenteric lymph node

Section shows typical reactive mesenteric lymph node with representative cortex including the occasional follicle, an expansive paracortical area and mild sinus histiocytosis.

No lesions of significance  
(52785)

## Spleen

Unremarkable follicular pattern identified with typical red and white pulp micromorphology.  
Mild to moderate extramedullary hematopoiesis identified in the red pulp of the spleen.

No lesions of significance  
(52783)

## Pancreas

Section shows representative exocrine tissue (serous acini) and endocrine tissue (islets of Langerhans).

No lesions of significance  
(52783)

## Kidney

Section shows typical cortex with a uniform distribution of Glomeruli and accompanying nephron components. The micromorphology of the tubules is unremarkable.

No lesions of significance  
(52778)

---

## Adrenal glands

Section shows one adrenal gland with typical cortex/medulla micromorphology.

No lesions of significance  
(52778)

## Salivary glands and Regional lymph nodes

Section shows unremarkable submandibular and parotid glands as well as brown fat.

No lesions of significance  
(52785)

## Thyroids

Normal lateral lobes of the thyroid gland with typical follicles lined by cuboidal epithelium.

No lesions of significance  
(52788)

## Trachea/Lungs

Section shows typical lung micromorphology demonstrating parenchyma/alveoli, bronchioles, blood vessels and parabronchial lymph node. Mild vascular and interstitial congestion judged to be artefactual.

Trachea with unremarkable mucosal epithelial lining and hyaline cartilage.  
Oesophagus with typical features including stratified squamous epithelium

No lesions of significance  
(52788)

## Thymus

Section shows typical medulla/cortex distribution and micromorphology.

No lesions of significance  
(52790)

## Heart/chambers/vessels/valves

Typical micromorphological observed in cardiac muscle, chambers, valves and vessels of the heart. The cardiac muscle fibres demonstrated typical features including central nuclei, branching fibres and striations.

No lesions of significance  
(52777)

## Skin

Typical dermal appendages and distribution

No lesions of significance  
(52782)

## Tail

Section shows typical tail components including keratinized squamous epithelium, dense regular connective tissue, tendons, bone, intervertebral disc, bone marrow, skeletal muscle, nerves and blood vessels.

No lesions of significance  
(52781)

---

## Eyes/Harderian glands

Section shows eyes with unremarkable retina, cornea, iris, ciliary body, lens, sclera and choroid. Typical branched tubuloalveolar formation of the Harderian gland.

No lesions of significance  
(52774)

## Brain

Sections were prepared from the standard levels of the brain:

Level I: including cortex, corpus callosum, the lateral ventricles, anterior commissure and caudate putamen (Bregma -0.98)

Level II: includes the hippocampus, thalamus, amygdala, hypothalamus, lateral and third ventricles (Bregma -1.94)

Level III: includes the cerebellum, pons and fourth ventricle (Bregma -5.34)

Sections of brain stained with Haematoxylin and Eosin, Luxol Fast Blue appear symmetrical with no ventricular dilation observed, unremarkable meninges and typical lamination. The cerebellum appears symmetrical with typical architecture and Purkinje cells. At this level, there was no evidence of neuronal loss and the myelination appears normal.

No lesions of significance  
(52771, 52871)

*Comments:*

*Neuropathology to comment*

## Spinal cord

Representative thoracic and lumbar region of spinal cord, vertebral bone, striated muscle, peripheral nerves and bone marrow.

No lesions of significance  
(52780)

*Comments:*

*Neuropathology to comment*

## (Hind leg) Long bone/Bone marrow/Synovial joint/Skeletal muscle

Levels through the hind leg show unremarkable long bone, striated muscle, synovial joint and bone marrow including conspicuous megakaryoblasts. The skeletal muscle shows consistent fiber size with peripheral nuclei.

No lesions of significance  
(52776, 54808)

## Head

Multiple levels through the head demonstrate dermal appendages, nasal cavity, oral cavity, teeth and tongue including muscle bundles (52898). Sections also show unremarkable pituitary gland including pars intermedia, pars distalis and pars nervosa as well as the trigeminal nerve/ganglia (52895). The outer and middle regions of the ear are discernible. The tympanic membrane is intact and the ossicles are unremarkable and include the stapedial annular ligaments (52897, 52898).

Typical components of the inner ear including bony labyrinth, organ of corti, stria vascularis and scala cavities are discernible. Based on multiple levels, the organ of corti is unremarkable with no discernible loss of inner/outer hair cells and typical tectorial membrane (52897).

The cochlear nerve and spiral ganglion is also demonstrated and based on several levels, there is no reduction in the density of the spiral ganglion cells. Examples of otolith organs can be seen

---

with typical features such as the hair cells and mineral otoliths. The ampulla including the crista ridge with hair cells is discernible (52898)

No lesions of significance  
(52895-52899)

## **383**

### Macro Observations

Testes: 5x4x4mm, symmetrical  
Spleen: 12x5x2mm  
Kidneys: 11x6x5mm, symmetrical  
Thymus: 7x5x2mm  
Heart: 8x6x5mm  
Brain: 15x10x5mm, symmetrical  
Pituitary gland identified, macroscopically normal  
Tail 85mm (straight)  
Teeth, tongue and oral mucosa unremarkable - Head harvested for evaluation of auditory and vestibular structures  
Tail suspension test for neurological defects-negative  
Left hind leg-Bone marrow smear  
Note: intestine appeared distended

Ears harvested and frozen  
Left tibia collected and fixed overnight in 10% NBF at room temperature then transferred to 70% ethanol

### Micro Observations

Peripheral blood smear: Examination of the smear showed red blood cells (majority of cells shown), numerous white blood cells including segmented neutrophils and platelets (clumps). No discernible morphological changes or detectable parasites (52856)

Marrow smear: Cells observed were readily identified as those from the erythroid and myeloid series. Conspicuous cells from the lymphoid series. Discernible and unremarkable megakaryoblasts (52855).

### Testes/Epididymes

Section shows typical convoluted seminiferous tubules at various stages of cycle surrounded by the tunica albuginea. Within the tubules, unremarkable spermatogenic cells including, Sertoli cells, spermatogonia, developing spermatocytes and spermatids.  
The architecture of the epididymis is typical, with numerous intraluminal elongated spermatozoa.

No lesions of significance  
(52745)

### Seminal vesicles

Unremarkable tall columnar epithelium and folded mucosa  
Presence of typical intraluminal eosinophilic secretions

No lesions of significance  
(52738)

### Prostate glands

Section shows unremarkable ventral and dorsal lateral prostate glands with typical intraluminal secretions, typical vas deferens and a portion of ureter.  
Section shows concretions in the prostatic urethra, commonly seen as an incidental finding  
No lesions of significance  
(52738)

---

#### Penis/Preputial gland

Section shows typical urethra and unremarkable preputial glands including basal and secretory cells.

No lesions of significance  
(52740)

#### Urinary Bladder

Unremarkable distended bladder with typical urothelium and detrusor muscle.

No lesions of significance  
(52738)

#### Liver/Gall bladder

Section shows typical liver parenchyma including hepatocytes, Kupffer cells, portal triads and central veins. Occasionally a small aggregation of Kupffer cells, probably trivial hepatocyte loss from itinerant gut bacteria, and a common incidental finding.

Unremarkable Gall bladder

No lesions of significance  
(52734)

#### Stomach

Section show fore and glandular portions of the stomach with limiting ridge. In the glandular portion, mild enterocyte hyperplasia, mild inflammation (neutrophils) in the lower gastric glands extending into the underlying muscularis.

(52742)

*Comments:*

*Pathology to comment*

#### Small Intestine (Duodenum, Jejunum & Ileum)/GALT

Section shows typical mucosal villi and submucosal layers. Mild enterocyte hyperplasia/crowding and prominent mitotic figures.

Peyer's patches displayed typical reactive nodal histology.

(52732, 52736)

*Comments:*

*Pathology to comment*

#### Cecum/Colon/GALT

Typical mucosal folds and submucosal layers and typical lymphoid clusters (Peyer's patch) with reactive micromorphology. Marked intraluminal protozoan infestation in the cecum and entire length of colon.

(52747, 52748)

*Comments:*

*Pathology to comment*

#### Mesenteric lymph node

Section shows small portion of mesenteric lymph node with typical nodal histology including cortex, medullary cords and sinuses.

No lesions of significance  
(52733)

---

## Spleen

Unremarkable follicular pattern identified with typical red and white pulp micromorphology. Moderate extramedullary hematopoiesis identified in the red pulp of the spleen.

No lesions of significance  
(52737)

*Comments:*

*Pathology to comment*

## Pancreas

Section shows representative exocrine tissue (serous acini) and endocrine tissue (islets of Langerhans).

No lesions of significance  
(52737)

## Kidney

Section shows a cortex, medulla with a uniform distribution of Glomeruli and accompanying nephron components. The micromorphology of the tubules is unremarkable.

No lesions of significance  
(52735)

## Adrenal glands

Section shows one adrenal gland with typical cortex/medulla micromorphology.

No lesions of significance  
(52735)

## Salivary glands and Regional lymph nodes

Section shows submandibular, sublingual and parotid glands. The regional lymph nodes show typical nodal histology including cortex, medullary cords and sinuses.

No lesions of significance  
(52733)

*Comments:*

*Observation: In the submandibular glands, there is a paucity of serous acini compared to the control male*

## Thyroids

Unremarkable colloid secreting follicles identified. Section also shows a small sheet-like mass of polygonal cells, characteristic of the parathyroid gland.

No lesions of significance  
(52746)

---

## Trachea/Lungs

Section shows typical lung micromorphology demonstrating parenchyma/alveoli, bronchioles, blood vessels and parabronchial lymph node.

Trachea with unremarkable mucosal epithelial lining and hyaline cartilage.

Oesophagus with typical features including stratified squamous epithelium and discernible intraluminal protozoan aggregates.

No lesions of significance  
(52746)

*Comments:*

*Pathology to comment*

## Thymus

Section shows typical medulla/cortex distribution and micromorphology.

No lesions of significance  
(52741)

## Heart/chambers/vessels/valves

Typical micromorphological observed in cardiac muscle, chambers, valves and vessels of the heart.

The cardiac muscle fibres demonstrated typical features including central nuclei, branching fibres and striations.

No lesions of significance  
(52730)

## Skin

Typical dermal appendages and distribution

No lesions of significance  
(52739)

## Tail

Section shows typical tail components including keratinized squamous epithelium, dense regular connective tissue, tendons, bone, bone marrow, skeletal muscle, nerves and blood vessels.

No lesions of significance  
(52743)

## Eyes/Harderian glands

Section shows eyes with unremarkable retina, cornea, iris, ciliary body, lens, sclera and choroid. Typical branched tubuloalveolar formation of the Harderian gland.

No lesions of significance  
(52731)

## Brain

Sections were prepared from the standard levels of the brain:

Level I: including cortex, corpus callosum, the third and lateral ventricles, choroid plexus and caudate putamen (Bregma -0.58)

Level II: includes the hippocampus, thalamus, amygdala, hypothalamus, lateral and third ventricles (Bregma -1.94)

Level III: includes the cerebellum, pons and fourth ventricle (Bregma -6.36)

Sections of brain stained with Haematoxylin and Eosin, Luxol Fast Blue appear symmetrical with no ventricular dilation observed, unremarkable meninges and typical lamination. The cerebellum appears symmetrical with typical architecture and Purkinje cells. At this level, there was no evidence of neuronal loss and the myelination appeared normal.

No lesions of significance  
(52749, 52869)

*Comments:*

*Neuropathology to comment*

#### Spinal cord

Representative thoracic and lumbar region of spinal cord, vertebral bone, striated muscle, peripheral nerves and bone marrow.

No lesions of significance  
(52744)

*Comments:*

*Neuropathology to comment*

#### (Hind leg) Long bone/Bone marrow/Synovial joint/Skeletal muscle

Levels through the hind leg show unremarkable long bone, striated muscle, synovial joint and bone marrow including conspicuous megakaryoblasts. The skeletal muscle shows consistent fiber size with peripheral nuclei.

No lesions of significance  
(52729, 54806)

#### Head

Multiple levels through the head demonstrate dermal appendages, nasal cavity, oral cavity, teeth and tongue including muscle bundles (52885-52889). Sections also show unremarkable pituitary gland including pars intermedia, pars distalis and pars nervosa as well and the trigeminal nerve/ganglia (52885). The outer and middle regions of the ear are discernible. The tympanic membrane is intact and the ossicles are unremarkable and include the stapedial annular ligaments (52887-88).

Typical components of the inner ear including bony labyrinth, organ of corti, stria vascularis and scala cavities are discernible. Based on multiple levels, the organ of corti is unremarkable with no discernible loss of inner/outer hair cells and typical tectorial membrane (52887).

The cochlear nerve and spiral ganglion is also demonstrated and based on several levels, there is no reduction in the density of the spiral ganglion cells. Examples of otolith organs can be seen with typical features such as the hair cells and mineral otoliths (52887-88).

No lesions of significance  
(52885--89)

## 385

#### Macro Observations

Testes: 5x3x3mm, symmetrical  
Spleen: 13x4x2mm  
Kidneys: 12x6x5mm, symmetrical  
Thymus: 8x6x3mm  
Heart: 9x6x6mm  
Brain: 15x10x6mm, symmetrical  
Pituitary gland identified, macroscopically normal  
Tail 83mm (straight)

---

Teeth, tongue and oral mucosa unremarkable - Head harvested for evaluation of auditory and vestibular structures

Tail suspension test for neurological defects-negative

Left hind leg-Bone marrow smear

Ears harvested and frozen

Left tibia collected and fixed overnight in 10% NBF at room temperature then transferred to 70% ethanol

#### Micro Observations

Peripheral blood smear: Examination of the smear showed red blood cells (majority of cells shown), occasional white blood cells including segmented neutrophils and platelets (clumps). No discernible morphological changes or detectable parasites (52858)

Marrow smear: Cells observed were readily identified as those from the erythroid and myeloid series. Conspicuous cells from the lymphoid series. Discernible and unremarkable megakaryoblasts (52857).

#### Testes/Epididymes

Section shows typical convoluted seminiferous tubules at various stages of cycle surrounded by the tunica albuginea. Within the tubules, unremarkable spermatogenic cells including, Sertoli cells, spermatogonia, developing spermatocytes and spermatids. The architecture of the epididymis is typical, with numerous intraluminal elongated spermatozoa.

No lesions of significance  
(52754)

#### Seminal vesicles

Unremarkable tall columnar epithelium and folded mucosa  
Presence of typical intraluminal eosinophilic secretions

No lesions of significance  
(52770)

#### Prostate glands

Section shows unremarkable dorsal lateral and coagulating prostate glands with typical intraluminal secretions.

No lesions of significance  
(52770)

#### Penis/Preputial gland

Section shows typical penile structures including prepuce, glans, corpus cavernosum and urethra. Unremarkable preputial glands including basal and secretory cells.

No lesions of significance  
(52768)

#### Urinary Bladder

Unremarkable distended bladder with typical urothelium and detrusor muscle.

No lesions of significance  
(52770)

---

## Liver/Gall bladder

Section shows typical liver parenchyma including hepatocytes, Kupffer cells, portal triads and central veins.

Section does not show Gall bladder

No lesions of significance  
(52766)

## Stomach

Section show fore and glandular portions of the stomach with limiting ridge.  
Query mild enterocyte hyperplasia

(52752)

*Comments:*

*Pathology to comment*

## Small Intestine (Duodenum, Jejunum & Ileum)/GALT

Section shows typical mucosal villi and submucosal layers. Mild enterocyte hyperplasia/crowding and prominent mitotic figures.

Peyer's patches displayed typical reactive nodal histology.  
(52760, 52764)

*Comments:*

*Pathology to comment*

## Cecum/Colon/GALT

Typical mucosal folds and submucosal layers and typical lymphoid clusters (Peyer's patch) with reactive micromorphology.

Marked intraluminal protozoan infestation in the cecum and proximal colon.  
(52758-59)

*Comments:*

*Pathology to comment*

## Mesenteric lymph node

Section shows mesenteric lymph node with typical reactive micromorphology including mild follicular hyperplasia with germinal centre formation, indicating a reactive state.

No lesions of significance  
(52767)

## Spleen

Unremarkable follicular pattern identified with typical red and white pulp micromorphology.  
Moderate extramedullary hematopoiesis identified in the red pulp of the spleen.

No lesions of significance  
(52751)

*Comments:*

*Pathology to comment*

---

## Pancreas

Section shows representative exocrine tissue (serous acini) and endocrine tissue (islets of Langerhans).

No lesions of significance  
(52751)

## Kidney

Section shows a cortex, medulla, and papilla. There is a uniform distribution of Glomeruli and accompanying nephron components and the micromorphology of the convoluted and straight segment tubules was unremarkable.  
Mild processing/fixation artefact

No lesions of significance  
(52765)

*Comments:*  
*Pathology to comment*

## Adrenal glands

Section shows one adrenal gland with typical cortex/medulla micromorphology.

No lesions of significance  
(52765)

## Salivary glands and Regional lymph nodes

Section shows submandibular, sublingual and parotid glands.  
The regional lymph nodes displayed mild follicular hyperplasia with germinal centre formation, indicating a reactive state.

No lesions of significance  
(52767)

*Comments:*  
*Observation: Unremarkable serous acini numbers in the submandibular glands compared to the control male.*

## Thyroids

Unremarkable colloid secreting follicles identified. Section also shows a small sheet-like mass of polygonal cells, characteristic of the parathyroid gland.

No lesions of significance  
(52756)

## Trachea/Lungs

Section shows typical lung micromorphology demonstrating parenchyma/alveoli, bronchioles, blood vessels and parabronchial lymph node.

Trachea with unremarkable mucosal epithelial lining and hyaline cartilage.  
Oesophagus with typical features including stratified squamous epithelium.

No lesions of significance  
(52756)

---

## Thymus

Section shows typical medulla/cortex distribution and micromorphology. A small cortical cyst was identified.

(52741)

### *Comments:*

*Thymic cysts represent either a dilation of thymic tubular structures or remnants of the thymopharyngeal ducts. Cysts are a common finding in aged mice or they may be associated with epithelial glandular hyperplasia.*

*Pathology of the Mouse, R.R Maronpot*

*Pathology to comment*

## Heart/chambers/vessels/valves

Typical micromorphological observed in cardiac muscle, chambers, valves and vessels of the heart.

The cardiac muscle fibres demonstrated typical features including central nuclei, branching fibres and striations.

No lesions of significance

(52762)

## Skin

Typical dermal appendages and distribution

No lesions of significance

(52769)

## Tail

Section shows typical tail components including keratinized squamous epithelium, dense regular connective tissue, tendons, bone, bone marrow, skeletal muscle, nerves and blood vessels.

No lesions of significance

(52753)

## Eyes/Harderian glands

Section shows eyes with unremarkable retina, cornea, iris, ciliary body, lens, sclera and choroid. Typical branched tubuloalveolar formation of the Harderian gland.

No lesions of significance

(52761)

## Brain

Sections were prepared from the standard levels of the brain:

Level I: including cortex, corpus callosum, the third and lateral ventricles, choroid plexus and caudate putamen (Bregma -0.58)

Level II: includes the hippocampus, thalamus, amygdala, hypothalamus, lateral and third ventricles (Bregma -2.54)

Level III: includes the cerebellum, pons and fourth ventricle (Bregma -6.00)

Sections of brain stained with Haematoxylin and Eosin, Luxol Fast Blue appear symmetrical with no ventricular dilation observed, unremarkable meninges and typical lamination. The cerebellum appears symmetrical with typical architecture and Purkinje cells. At this level, there was no evidence of neuronal loss and the myelination appeared normal.

No lesions of significance

---

(52757, 52870)

*Comments:*

*Neuropathology to comment*

#### Spinal cord

Representative thoracic and lumbar region of spinal cord, vertebral bone, striated muscle, peripheral nerves and bone marrow.

No lesions of significance  
(52750)

*Comments:*

*Neuropathology to comment*

#### (Hind leg) Long bone/Bone marrow/Synovial joint/Skeletal muscle

Levels through the hind leg show unremarkable long bone, striated muscle, synovial joint and bone marrow including conspicuous megakaryoblasts. The skeletal muscle shows consistent fiber size with peripheral nuclei.

No lesions of significance  
(52763,54807)

#### Head

Multiple levels through the head demonstrate dermal appendages, nasal cavity, oral cavity, teeth and tongue including muscle bundles (52891-94). Sections also show unremarkable pituitary gland including pars intermedia, pars distalis and pars nervosa as well as the trigeminal nerve/ganglia (52890). The outer and middle regions of the ear are discernible. The tympanic membrane is intact and the ossicles are unremarkable and include the stapedial annular ligaments (52891-92).

Typical components of the inner ear including bony labyrinth, organ of corti, stria vascularis and scala cavities are discernible. Based on multiple levels, the organ of corti is unremarkable with no discernible loss of inner/outer hair cells and typical tectorial membrane (52892).

The cochlear nerve and spiral ganglion is also demonstrated and based on several levels, there is no reduction in the density of the spiral ganglion cells. Examples of otolith organs can be seen with typical features such as the hair cells and mineral otoliths. The ampulla including the crista ridge with hair cells is discernible (52892)

No lesions of significance  
(52890-52894)

## **386**

#### Macro Observations

Spleen: 15x5x2mm

Kidneys: 8x6x5mm, symmetrical

Thymus: 8x6x2mm

Heart: 10x8x5mm

Brain: 15x10x5mm, symmetrical

Pituitary gland identified, macroscopically normal

Tail 80mm (straight)

Teeth, tongue and oral mucosa unremarkable - Head harvested for evaluation of auditory and vestibular structures

Tail suspension test for neurological defects-negative

Left hind leg-Bone marrow smear

Ears harvested and frozen

Left tibia collected and fixed overnight in 10% NBF at room temperature then transferred to 70%

---

ethanol

#### Micro Observations

Peripheral blood smear: Examination of the smear showed red blood cells (majority of cells shown), numerous white blood cells including segmented neutrophils and platelets (clumps). No discernible morphological changes or detectable parasites (52862)

Marrow smear: Cells observed were readily identified as those from the erythroid and myeloid series. Conspicuous cells from the lymphoid series. Discernible and unremarkable megakaryoblasts (52861).

#### Mammary glands

Section shows typical mammary fat pad with developing lactiferous ducts (including primary duct), blood vessels and nerve bundles. Unremarkable dermal appendages.

No lesions of significance  
(52793)

#### Ovaries/Oviducts

Section shows unremarkable ovaries containing follicles at various stages of development and one corpus luteum.

Unremarkable oviduct micromorphology with typical columnar epithelium and mucosal folds.

No lesions of significance  
(54656)

#### Uterus/Cervix/Vagina/Clitoral gland

Unremarkable architecture of the endometrium/ endometrial glands, myometrium and adventitia. The endometrial stroma appeared distended judged to be estrus related. Neutrophils and low numbers of lymphocytes identified in the endometrial glands; a common finding within a non-inflamed endometrium during the phases of estrus.

The micromorphology of the uterus and vagina places the animal at metestrus

No lesions of significance  
(52792, 54656)

#### Urinary Bladder

Unremarkable collapsed bladder with typical urothelium and detrusor muscle

No lesions of significance  
(52792, 54656)

#### Liver/Gall bladder

Section shows typical liver parenchyma including hepatocytes, Kupffer cells, portal triads and central veins. Unremarkable Gall bladder.

No lesions of significance  
(52794)

#### Stomach

Section shows unremarkable fore and glandular portions of the stomach with limiting ridge.

Query mild enterocyte hyperplasia  
(52801)

*Comments:*

---

*Pathology to comment*

Small Intestine (Duodenum, Jejunum & Ileum)/GALT

Section shows typical mucosal villi and submucosal layers. Mild enterocyte hyperplasia and prominent mitotic figures.  
Peyer's patches displayed typical reactive nodal histology.  
(52796, 52806)

*Comments:*

*Pathology to comment*

Cecum/Colon/GALT

Typical mucosal folds and submucosal layers and typical lymphoid clusters (Peyer's patch) with reactive micromorphology.  
Marked intraluminal protozoan infestation in the cecum.  
(52808, 52809)

*Comments:*

*Pathology to comment*

Mesenteric lymph node

Section shows mesenteric lymph node with typical reactive micromorphology including mild follicular hyperplasia, germinal centre formation and mild sinus histiocytosis.

No lesions of significance  
(52791)

Spleen

Unremarkable follicular pattern identified with typical red and white pulp micromorphology.  
Mild to moderate extramedullary hematopoiesis identified in the red pulp of the spleen.

No lesions of significance  
(52804)

Pancreas

Section shows representative exocrine tissue (serous acini) and endocrine tissue (islets of Langerhans).

No lesions of significance  
(52804)

Kidney

Section shows typical cortex with a uniform distribution of Glomeruli and accompanying nephron components. The micromorphology of the tubules was unremarkable.

No lesions of significance  
(52795)

Adrenal glands

Section shows one adrenal gland with typical cortex/medulla micromorphology.

No lesions of significance  
(52795)

---

## Salivary glands and Regional lymph nodes

Section shows submandibular, sublingual and parotid glands.  
The regional lymph nodes displayed mild follicular hyperplasia with germinal centre formation, indicating a reactive state.

No lesions of significance  
(52791)

## Thyroids

Normal lobes of the thyroid gland with typical colloid secreting follicles lined by cuboidal epithelium.

No lesions of significance  
(52799)

## Trachea/Lungs

Section shows typical lung micromorphology demonstrating parenchyma/alveoli, bronchioles and blood vessels.  
Small portion of trachea with unremarkable mucosal epithelial lining and hyaline cartilage.  
Oesophagus with typical features including stratified squamous epithelium

No lesions of significance  
(52799)

## Thymus

Section shows typical medulla/cortex distribution and micromorphology. Several small thymic cysts were identified.

No lesions of significance  
(52800)

### *Comments:*

*Thymic cysts represent either a dilation of thymic tubular structures or remnants of the thymopharyngeal ducts. Cysts are a common finding in aged mice or they may be associated with epithelial glandular hyperplasia.*

*Pathology of the Mouse, R.R Maronpot*

*Pathology to comment*

## Heart/chambers/vessels/valves

Typical micromorphological observed in cardiac muscle, chambers, valves and vessels of the heart. The cardiac muscle fibres demonstrated typical features including central nuclei, branching fibres and striations.

No lesions of significance  
(52798)

## Skin

Typical dermal appendages and distribution

No lesions of significance  
(52805)

---

## Tail

Section shows typical tail components including keratinized squamous epithelium, dense regular connective tissue, tendons, bone, intervertebral disc, bone marrow, skeletal muscle, nerves and blood vessels.

No lesions of significance  
(52802)

## Eyes/Harderian glands

Section shows eyes with unremarkable retina, optic nerve, cornea, iris, ciliary body, lens, sclera and choroid.

Typical branched tubuloalveolar formation of the Harderian gland.

No lesions of significance  
(52807)

## Brain

Sections were prepared from the standard levels of the brain:

Level I: including cortex, corpus callosum, the lateral ventricles, anterior commissure and caudate putamen (Bregma -0.98)

Level II: includes the hippocampus, thalamus, amygdala, hypothalamus, lateral and third ventricles (Bregma -2.54)

Level III: includes the cerebellum, pons and fourth ventricle (Bregma -5.68)

Sections of brain stained with Haematoxylin and Eosin, Luxol Fast Blue appear symmetrical with no ventricular dilation observed, unremarkable meninges and typical lamination. The cerebellum appears symmetrical with typical architecture and Purkinje cells. At this level, there was no evidence of neuronal loss and the myelination appears normal.

No lesions of significance  
(52810, 52872)

*Comments:*

*Neuropathology to comment*

## Spinal cord

Representative thoracic and lumbar region of spinal cord, vertebral bone, striated muscle, peripheral nerves and bone marrow.

No lesions of significance  
(52803)

## (Hind leg) Long bone/Bone marrow/Synovial joint/Skeletal muscle

Levels through the hind leg show unremarkable long bone, striated muscle, synovial joint and bone marrow including conspicuous megakaryoblasts. The skeletal muscle shows consistent fiber size with peripheral nuclei.

No lesions of significance  
(52797, 54809)

## Head

Multiple levels through the head demonstrate dermal appendages, nasal cavity, oral cavity, teeth and tongue including muscle bundles (52901). Sections also show unremarkable pituitary gland including pars intermedia, pars distalis and pars nervosa as well and the trigeminal nerve/ganglia (52900). The outer and middle regions of the ear are discernible. The tympanic membrane is intact and the ossicles are unremarkable and include the stapedial annular ligaments (52901-52903).

Typical components of the inner ear including bony labyrinth, organ of corti, stria vascularis and scala cavities are discernible. Based on multiple levels, the organ of corti is unremarkable with no discernible loss of inner/outer hair cells and typical tectorial membrane (52901-52903). The cochlear nerve and spiral ganglion is also demonstrated and based on several levels, there is no reduction in the density of the spiral ganglion cells. Examples of otolith organs can be seen with typical features such as the hair cells and mineral otoliths. The ampulla including the crista ridge with hair cells is discernible (52903)

No lesions of significance  
(52900-52904)

## **389**

### Macro Observations

Spleen: 12x3x2mm  
Kidneys: 11x6x4mm, symmetrical  
Thymus: 9x9x2mm  
Heart: 8x6x6mm  
Brain: 15x10x6mm, symmetrical  
Pituitary gland identified, macroscopically normal  
Tail 80mm (straight)  
Teeth, tongue and oral mucosa unremarkable - Head harvested for evaluation of auditory and vestibular structures  
Tail suspension test for neurological defects-negative  
Left hind leg-Bone marrow smear

Ears harvested and frozen  
Left tibia collected and fixed overnight in 10% NBF at room temperature then transferred to 70% ethanol

### Micro Observations

Peripheral blood smear: Examination of the smear showed red blood cells (majority of cells shown), occasional white blood cells including segmented neutrophils and platelets (clumps). No discernible morphological changes or detectable parasites (52866)

Marrow smear: Cells observed were readily identified as those from the erythroid and myeloid series. Conspicuous cells from the lymphoid series. Discernible and unremarkable megakaryoblasts (52865).

### Mammary glands

Section shows typical mammary fat pad with developing lactiferous ducts, blood vessels, nerve bundles and a large reactive lymph node. Some scattered mast cells identified; a common finding in mouse mammary tissue.

No lesions of significance  
(52836)

### Ovaries/Oviducts

Section shows unremarkable ovaries containing follicles at various stages of development and several corpora lutea.  
Unremarkable oviduct micromorphology with typical columnar epithelium and mucosal folds.

No lesions of significance  
(52843)

---

#### Uterus/Cervix/Vagina/Clitoral gland

Unremarkable architecture of the endometrium/ endometrial glands, myometrium and adventitia. Some neutrophils and low numbers of lymphocytes identified in the endometrial glands; a common finding within a non-inflamed endometrium during the phases of estrus. The micromorphology of the uterus and vagina places the animal at metestrus.

No lesions of significance  
(52843)

#### Urinary Bladder

Section does not include bladder

#### Liver/Gall bladder

Section shows typical liver parenchyma including hepatocytes, Kupffer cells, portal triads and central veins. Unremarkable Gall bladder

No lesions of significance  
(52838)

#### Stomach

Section shows unremarkable fore and glandular portions of the stomach with limiting ridge. Query mild enterocyte hyperplasia  
(52846)

*Comments:*  
*Pathology to comment*

#### Small Intestine (Duodenum, Jejunum & Ileum)/GALT

Section shows typical mucosal villi and submucosal layers. Mild enterocyte hyperplasia and prominent mitotic figures. Peyer's patches displayed typical reactive nodal histology.  
(52834, 52850)

#### Cecum/Colon/GALT

Typical mucosal folds and submucosal layers and typical lymphoid clusters (Peyer's patch) with reactive micromorphology. Marked intraluminal protozoan infestation in the cecum and proximal colon.  
(52831-32)

*Comments:*  
*Pathology to comment*

#### Mesenteric lymph node

Section shows typical reactive mesenteric lymph node with representative cortex including the occasional follicle, an expansive paracortical area and mild sinus histiocytosis.

No lesions of significance  
(52840)

#### Spleen

Unremarkable follicular pattern identified with typical red and white pulp micromorphology. Mild extramedullary hematopoiesis identified in the red pulp of the spleen, a common finding in the mouse.

No lesions of significance  
(52837)

---

## Pancreas

Section shows representative exocrine tissue (serous acini) and endocrine tissue (islets of Langerhans).  
No lesions of significance  
(52837)

## Kidney

Section shows a cortex and papilla. There is a uniform distribution of Glomeruli and accompanying nephron components and the micromorphology of the convoluted and straight segment tubules was unremarkable.

No lesions of significance  
(52848)

## Adrenal glands

Section shows one adrenal gland with typical cortex/medulla micromorphology.

No lesions of significance  
(52848)

## Salivary glands and Regional lymph nodes

Section shows submandibular, sublingual and parotid glands.  
The regional lymph nodes displayed mild follicular hyperplasia with germinal centre formation, indicating a reactive state.

No lesions of significance  
(52840)

## Thyroids

Section does not include thyroid glands

## Trachea/Lungs

Section shows typical lung micromorphology demonstrating parenchyma/alveoli, bronchioles, blood vessels and parabronchial lymph node. Various degrees of parenchymal congestion and collapse judged to be artefactual.  
Trachea with unremarkable mucosal epithelial lining and hyaline cartilage  
Oesophagus with typical features including stratified squamous epithelium

No lesions of significance  
(52849)

## Thymus

Section shows typical medulla/cortex distribution and micromorphology.

No lesions of significance  
(52844)

## Heart/chambers/vessels/valves

Typical micromorphological observed in cardiac muscle, chambers, valves and vessels of the heart. The cardiac muscle fibres demonstrated typical features including central nuclei, branching fibres and striations.

No lesions of significance  
(52847)

---

## Skin

Typical dermal appendages and distribution

No lesions of significance  
(52839)

## Tail

Section shows typical tail components including keratinized squamous epithelium, dense regular connective tissue, tendons, bone, bone marrow, skeletal muscle, nerves and blood vessels.

No lesions of significance  
(52841)

## Eyes/Harderian glands

Section shows eyes with representative retina, optic nerve, cornea, iris, ciliary body, lens, sclera and choroid.

Typical branched tubuloalveolar formation of the Harderian gland.

No lesions of significance  
(52833)

## Brain

Sections were prepared from the standard levels of the brain:

Level I: including cortex, corpus callosum, the third and lateral ventricles, choroid plexus and caudate putamen (Bregma -1.58)

Level II: includes the hippocampus, thalamus, amygdala, hypothalamus, lateral and third ventricles (Bregma -1.82)

Level III: includes the cerebellum, pons and fourth ventricle (Bregma -5.68)

Sections of brain stained with Haematoxylin and Eosin, Luxol Fast Blue appear symmetrical with no ventricular dilation observed, unremarkable meninges and typical lamination. The cerebellum appears symmetrical with typical architecture and Purkinje cells. At this level, there was no evidence of neuronal loss and the myelination appeared normal.

No lesions of significance  
(52835, 52874)

*Comments:*

*Neuropathology to comment*

## Spinal cord

Representative thoracic and lumbar region of spinal cord, vertebral bone, striated muscle, peripheral nerves and bone marrow.

No lesions of significance  
(52842)

*Comments:*

*Neuropathology to comment*

## (Hind leg) Long bone/Bone marrow/Synovial joint/Skeletal muscle

Levels through the hind leg show unremarkable long bone, striated muscle, synovial joint and bone marrow including conspicuous megakaryoblasts. The skeletal muscle shows consistent fiber size with peripheral nuclei.

No lesions of significance  
(52845, 54811)

---

## Head

Multiple levels through the head demonstrate dermal appendages, nasal cavity, oral cavity, teeth and tongue including muscle bundles (52910-11). Sections also show unremarkable pituitary gland including pars intermedia, pars distalis and pars nervosa as well as the trigeminal nerve/ganglia (52910). The outer and middle regions of the ear are discernible. The tympanic membrane is intact and the ossicles are unremarkable and include the stapedial annular ligaments (52911-12).

Typical components of the inner ear including bony labyrinth, organ of corti, stria vascularis and scala cavities are discernible. Based on multiple levels, the organ of corti is unremarkable with no discernible loss of inner/outer hair cells and typical tectorial membrane (52912).

How the deposited data were processed for this re-analysis (not part of the article)

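Editing was measured by mmPCR-seq in 48 libraries, 3 for each of the genotypes Adar1+/+ Ifih1-/- (WT) and Adar1E861A/E861A Ifih1-/- (E861A) in brain, BM, spleen, thymus, liver, kidney, small intestine and heart of mice at 12 weeks of age. Each library's condition and replicate number came from its labels and from the sample names in Additional file 5. The methods list the tissues without liver, while Fig. 6 and the labels include it, and liver was kept.

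For every library the authors deposited 1 table of 48715 positions with the count of reads covering the position (coverage), the count of edited reads, and the editing level as a fraction, edited reads over coverage. The authors mapped the reads and counted G against A at known sites before they deposited these values; no normalization was applied, and the paper's text does not name the aligner or genome build of this assay. The positions were matched to mm9 (NCBIM37), in which the plus-strand sites carry A and the minus-strand sites T. The fraction in the tables was checked against the 2 counts and recomputed from them. Mapping rates given by the paper for these libraries are 96.7% to 98.3%.

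A site was covered in a tissue with more than 100 reads in at least 2 of 3 replicates of both genotypes, and edited with a level above 0.01 in either genotype, computed from the reads of the covered replicates together. Per tissue, edited sites were compared between genotypes with limma 3.58.1 (lmFit, and eBayes with a trend) in R 4.3.3 on log2((level + 0.01)/(1 − level + 0.01)), with Benjamini-Hochberg adjustment and a threshold of 0.05, using only the 6 libraries of the tissue. The brain was compared with each other tissue by an interaction contrast over 12 libraries. Mean levels per library were averaged over edited sites read in all 6 libraries and compared with a two-sided exact permutation test, which for 3 against 3 has 20 relabelings and a smallest p of 0.1. Shares of sites carry Wilson 95% intervals. Some numbers of sites are given only as shares, a form chosen after the results were seen. Tables were joined and the remaining values computed in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1; sequences were taken from the reference with samtools 1.23.1, and the figure was drawn with matplotlib 3.10.9. Copies of a site's surroundings were exact matches of its 21 bases, with A or G at the site, on both strands.

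The sites named in the text follow a rule: those drawn in Fig. 6i and listed in Fig. 6j, the covered sites of genes that the paper's mmPCR-seq text names, for Bri3bp and Trim12c the site with the highest mean WT level over brain and BM, and per tissue up to 2 sites with the largest fall and 2 with the largest rise among those past the threshold whose genotypes do not overlap. Fig. 6i draws Bri3bp without a coordinate, and its sequence was used to find the site.

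Summed coverage ranged from 1861831 to 11394093 per library, and 1949 to 6806 sites had more than 100 reads, with a median coverage of those sites of 559 to 1710. At this coverage the spread between replicates, not the number of reads, sets the precision, so replicates were weighted equally. The limma, quasi-binomial and interaction tests and the study's criterion were tested on simulated data made from the measured levels and coverage, in which up to 200 sites were lowered by 5 on the log2 ratio scale. The spread between replicates was drawn for each site independently of the other sites.

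The alternatives tried were coverage minimums of 50 and 500 reads, coverage in all 3 replicates or in either genotype, edited limits of 0.05 and none, genotype levels as the mean of replicates, offsets of 0.001 and 0.05, the untransformed level, eBayes without a trend, a quasi-binomial model of edited and unedited reads, the study's criterion (a one-way F test with p under 0.1 and a difference of at least 0.05), a minimum difference, a fit over all 48 libraries, the replicate number as a block, means weighted by reads, and each replicate left out in turn. The authors' sheets of edited sites in Additional file 5 are held in part only, with shortened sheets, and were not used for any overlap. Sequencing reads, the RNA-seq of the study and the qPCR of Adar1 and Adar2 were not analysed here.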

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

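Of the tests in this part, the comparison of WT levels at the sites of the next paragraph was chosen after the result was seen.

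The effect of the E861A genotype differed between the brain and another tissue at 26 sites for BM, 15 for spleen, 12 for liver, 14 for kidney, 4 for thymus, 4 for small intestine and 2 for heart, tested as an interaction. These are 41 distinct sites in 28 genes, 16 of them in 2 or more tissues. The brain libraries are shared by all 7 comparisons, so recurrence is in part built in. Among 100 splits of the libraries within the tissues, with the real split included, 3 gave as many sites for spleen, 4 for liver and 4 for kidney. For BM 8, for thymus 47, for small intestine 36 and for heart 55 of the 100 splits did. The 2 tissues were regrouped separately, so a split can keep the genotypes of 1 tissue and mix those of the other. Such a split holds the genotype effect of 1 tissue. The splits therefore cannot say how many sites chance alone gives, and they leave all 7 counts undecided. The counts also depend on the libraries kept. Over all 7 tissues the total of 77 became 1, 4 and 5 without E861A replicate 1, 2 or 3. It became 131, 41 and 239 without WT replicate 1, 2 or 3. Each refit left the replicate out of both the brain and the other tissue. It therefore does not show that a count rests on 1 library. A site that is hardly edited in WT cannot fall there by much. The mean WT level was at or under 1% in the brain at 43 of the 77 site and tissue pairs, and in the other tissue at 35. Both WT levels were above 1% at 13 pairs, 6 of them with BM. At 50 pairs 1 of the 2 was above 1%, and these differences may reflect sites edited in WT in 1 of the 2 tissues. At the other 14 pairs, at 4 sites in 3 genes, neither was, and the mean level in E861A was 11.1% to 19.4% in the brain and at most 0.460% in the other tissue. The mean level rose in E861A brain at these sites, which a WT level in 1 tissue does not explain and for which no explanation was tested. The amount of Adar2 in each tissue, which the paper proposes as the reason, was not measured in these libraries and stays open as untested.

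Editing was higher in E861A spleen at 2 synonymous sites of Acot10 on chromosome 15, which the paper does not discuss. At 20595389 it went from 17.7% ± 1.18 (SD, n = 3) to 41.6% ± 7.38 (SD, n = 3), a difference of 23.9 percentage points (limma adjusted p = 2.29e-05), and at 20595218 from 18.4% ± 2.08 (SD, n = 3) to 37.3% ± 7.35 (SD, n = 3), a difference of 18.9 (limma adjusted p = 0.000443); every E861A library was above every WT library at both. Neither passed the threshold without a trend in the variance prior, under the quasi-binomial model or in the fit over all 48 libraries (adjusted p over the alternatives 7.65e-33 to 0.360 and 3.24e-21 to 0.215). The 21 bases around the sites (TGGTAACAGTAGATGATATCA and CATTCATGTCAGAAAAAGAAG) occur once more in the genome with G at the site, at both sites (2 of 2), in a transcript of Acot9 on chromosome X at 151730895 and 151731234. Reads of Acot9 assigned to Acot10 could give such a level without editing, and a different amount of either transcript between genotypes could move it. Copies of this kind with G at the site exist around 27.3% of the 1826 distinct sites tested and around 34.3% of the 207 past the threshold in any tissue, so a copy alone does not make a site change. A rise caused by the genotype was not tested separately and stays open.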

How the results depend on the processing

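The alternatives in this part were set before the data were examined, apart from the 2 said below to have been chosen after seeing them. The mean editing level was lower in E861A than in WT in all 8 tissues under the alternatives run on it, which were coverage minimums of 50 and 500 reads, an edited limit of 0.05 or none, weighting by reads, each genotype averaged over its own edited sites, and each library left out. The lists below give only the values that moved by more than the spread between replicates, for shares of kept sites beyond their 95% interval, or for counts of sites by more than 1.5 times. Coverage in either genotype, the genotype level as the mean of replicate levels, a minimum difference of 0.05 and weighting by reads moved no value that far among the results they were run on. Edited sites are given as a share of the covered sites, and sites with lower or higher editing as a share of the sites tested, most of them with their number. A movement was judged on the number, and a share can go up while the number goes down, or the reverse, because the sites tested or covered change as well. With the choices used in the text, lower editing was found at 27.0% of 538 tested sites in BM, 8.45% in spleen (24 sites), 9.75% in liver (66), 17.1% in kidney (91) and no site in the other tissues, where 39 sites in brain, 75 in thymus, 2 in small intestine and 21 in heart were lower at an unadjusted p under 0.05. Higher editing was found at 2 of 4227 sites tested over all tissues. The cause of a movement was not tested except where it is stated.

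With more than 50 reads as the coverage minimum, the number of sites with a genotype effect unlike that in the brain was 20 in liver. With more than 500 reads required, the share of E861A-edited sites also edited in WT was 77.5% in brain. Lower editing was called at a share of 0.449% in thymus (2 sites) and 2.43% in heart (9 sites). The number of sites that differed from the brain was 7 in thymus and 4 in heart. With coverage required in all 3 replicates of both genotypes, the covered sites were 1601 in BM and 2644 in small intestine. The edited share of the covered sites was 10.8% in BM and 8.40% in small intestine (222 sites). The share of E861A-edited sites also edited in WT was 78.9% in brain and 41.4% in BM. Sites with lower editing made up 0.634% in brain (4 sites), 34.1% in BM (59 sites), 0.415% in thymus (2 sites) and 0.450% in small intestine (1 site). Sites that differed from the brain in the genotype effect numbered 16 in BM, 8 in thymus, 9 in kidney, 1 in small intestine and 1 in heart. The smaller counts of covered and edited sites under this requirement follow from its construction, as 1 shallow library then decides whether a site is covered.

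With the limit of an edited site at 0.05, the edited share of the covered sites was 12.1% in brain (479 sites), 4.47% in BM (228 sites), 0.873% in spleen (57 sites), 2.60% in thymus, 6.94% in liver (335 sites), 3.96% in kidney (203 sites), 2.89% in small intestine and 2.21% in heart (136 sites). The share of WT-edited sites still edited in E861A was 63.4% in brain, 4.04% in BM and 25.0% in liver. The share of E861A-edited sites also edited in WT was 64.3% in BM, 100% in spleen, 63.6% in thymus, 31.6% in small intestine and 59.3% in heart. Of the sites tested, those lower in E861A were 1.18% in thymus (2 sites) and 2.94% in heart (4 sites). Higher editing over all tissues was called at a share of 0.228% (4 sites). The mean level differed by -4.21 percentage points in brain, -16.5 in BM, -9.54 in spleen, -11.8 in thymus, -12.4 in liver, -12.1 in kidney, -13.4 in small intestine and -11.3 in heart. The sites whose genotype effect differed from that in the brain were 9 in thymus and 9 in small intestine. With all covered sites, edited or not, the share of tested sites with lower editing in E861A was 1.65% in BM (84 sites), 0.184% in spleen (12 sites), 0.538% in liver (26 sites) and 1.17% in kidney (60 sites). Over all tissues, sites with higher editing made up 0.0323% (14 sites). The mean level differed by -0.482 percentage points in brain, -0.779 in BM, -0.171 in spleen, -0.428 in thymus, -1.02 in liver, -0.654 in kidney, -0.423 in small intestine and -0.274 in heart. The number of sites with a genotype effect unlike that in the brain was 26 in liver and 9 in heart. The mean over all covered sites is smaller by construction, because most covered sites are not edited.

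With an offset of 0.001 in the log2 ratio, lower editing was called at a share of 16.9% in spleen (48 sites), 3.59% in thymus (19 sites) and 0.897% in heart (4 sites). The number of sites that differed from the brain was 9 in spleen, 8 in thymus and 4 in heart. At the larger offset of 0.05, sites with lower editing made up 17.8% in BM (96 sites), 2.81% in liver (19 sites), 10.5% in kidney (56 sites) and 0.242% in small intestine (1 site). Sites that differed from the brain in the genotype effect numbered 11 in BM, 0 in thymus, 5 in liver, 6 in kidney, 0 in small intestine and 0 in heart. On the untransformed editing level, of the sites tested, those lower in E861A were 2.04% in BM (11 sites), 0.704% in spleen (2 sites), 0% in liver (0 sites), 4.51% in kidney (24 sites) and 0.242% in small intestine (1 site). The sites whose genotype effect differed from that in the brain were 0 in BM, 1 in spleen, 0 in thymus, 0 in liver, 0 in kidney, 0 in small intestine and 0 in heart. Without a trend in the variance prior, the share of tested sites with lower editing in E861A was 0.378% in thymus (2 sites) and 0.897% in heart (4 sites). The share with higher editing over all tissues was 0.0237% (1 site). The number of sites with a genotype effect unlike that in the brain was 9 in thymus, 9 in small intestine and 7 in heart. Under a quasi-binomial model of the reads, lower editing was called at a share of 0.743% in brain (6 sites), 0.945% in thymus (5 sites) and 0.673% in heart (3 sites). Higher editing over all tissues was called at a share of 0.0237% (1 site). With the choices used in the text, 44 to 103 sites per tissue differed from the brain at an unadjusted p under 0.05.

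Under the study's criterion, which adjusts for no number of tests, sites with lower editing made up 5.69% in brain (46 sites), 5.48% in thymus (29 sites), 1.69% in small intestine (7 sites) and 2.91% in heart (13 sites). Over all tissues, sites with higher editing made up 0.568% (24 sites). In a single fit over all 48 libraries, of the sites tested, those lower in E861A were 15.3% in brain (124 sites), 22.5% in spleen (64 sites), 16.8% in thymus (89 sites), 30.3% in liver (205 sites), 9.93% in small intestine (41 sites) and 4.26% in heart (19 sites). The share with higher editing over all tissues was 4.21%. With an unadjusted one-way F test at 0.1 and no minimum difference, chosen after seeing the data, the share of tested sites with lower editing in E861A was 7.92% in brain (64 sites), 13.0% in spleen (37 sites), 12.5% in thymus (66 sites), 17.1% in liver (116 sites), 32.9% in kidney, 2.42% in small intestine (10 sites) and 4.48% in heart (20 sites). Higher editing over all tissues was called at a share of 1.06% (45 sites). When each genotype was averaged over its own edited sites, also chosen after seeing the data, the mean level differed by -1.15 percentage points in spleen, -3.19 in liver and -1.89 in kidney.

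Leaving out 1 library at a time, over the 6 fits per result, gave shares of tested sites with lower editing from 0 to 1.12% in brain (0 to 7 sites), 19.0 to 40.0% in BM, 5.09 to 26.7% in spleen (14 to 76 sites), 0 to 39.8% in thymus (0 to 223 sites), 2.54 to 18.6% in liver (15 to 123 sites), 11.4 to 36.9% in kidney (55 to 200 sites) and 0 to 0.581% in small intestine (0 to 2 sites). In BM the number was 64 without WT replicate 1, 70 without WT replicate 3, where the share was highest (40.0%), and 94, 100 and 101 without E861A replicate 1, 2 or 3; without WT replicate 2 it was largest, with 28.8% of 524 edited sites. Over all tissues, with the same replicate left out in each, the share with higher editing ranged from 0.0494 to 0.310% (2 to 11 sites). The number of sites whose genotype effect differed from that in the brain ranged from 0 to 30 in BM, 1 to 64 in spleen, 0 to 71 in thymus, 0 to 30 in liver, 0 to 44 in kidney, 0 to 11 in small intestine and 0 to 13 in heart. These fits left out 2 libraries at a time, the same replicate of the brain and of the other tissue. The covered sites ranged from 1828 to 4976 in BM, and the edited share of covered sites from 9.57 to 11.8% in BM, 3.89 to 9.38% in small intestine (141 to 355 sites) and 4.86 to 8.59% in heart (239 to 459 sites); in BM the edited sites were 205 without WT replicate 1, fewer without WT replicate 3 and 496 to 524 without any other library. The share of WT-edited sites still edited ranged from 63.4 to 70.8% in brain, 5.08 to 9.84% in BM, 25.1 to 32.8% in liver, 21.5 to 29.2% in kidney and 11.0 to 24.3% in heart, and the share of E861A-edited sites also edited in WT from 62.9 to 76.0% in brain, 23.2 to 45.0% in BM, 62.6 to 70.9% in liver, 9.23 to 24.7% in small intestine and 28.3 to 39.4% in heart. The difference of the mean levels ranged from -3.05 to -2.26 in brain and -9.48 to -7.57 in BM, in percentage points. In BM the covered sites fell because WT replicate 2 then had to pass the minimum.

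The alternatives were run on sites of Blcap, Cog3, Cyfip2, Gria2, Htr2c, Kcna1, Bri3bp and Trim12c and on the sites with the largest changes. They were not run on the named sites of Gabra3, Cadps, Grm4, Gria3, Iqgap1 and uc012aji.1 or on Htr2c 143604235, whose directions were not checked. At the sites followed, no alternative other than leaving out 1 library reversed a direction. With 1 library left out, the difference in percentage points changed sign in 6 of the followed pairs of site and tissue. It ranged from -3.50 to 0.321 at Cog3 in brain, -1.50 to 2.67 at Cog3 in BM, -3.84 to 0.787 at Cog3 in thymus, -3.31 to 2.52 at Cyfip2 in brain, -10.1 to 3.89 at Cyfip2 in liver and -10.5 to 8.55 at Htr2c Asn-to-Ser in brain. Across the followed sites, 21 other values changed their side of the threshold, 11 coming to pass it and 10 no longer passing it. Leaving out 1 library brought 1 more past it, at Bri3bp in the brain without WT replicate 3. With more than 500 reads required, no value could be given for both Acot10 sites in spleen, Agphd1 in kidney, Exoc8 in BM, the Blcap sites and Htr2c 143604241 in the brain. Where a site had 2 covered libraries in a genotype, leaving out 1 of them gave no value, which applies to the Blcap sites and Htr2c 143604241 in the brain, Exoc8, Trim12c and uc007vsb.1 in BM, and Cog3 and Cyfip2 in small intestine.

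WT and E861A libraries carry the same replicate numbers, but the numbers do not pair the WT with the E861A samples of a tissue. The deviations of same-numbered WT and E861A libraries of a tissue correlated above 0.1 in 2 of 24 pairs (r from -0.119 to 0.238, across sites), and those of same-numbered libraries of one genotype in pairs of tissues in 26.8% of pairs (r from -0.323 to 0.387). Within a genotype, all 3 same-numbered pairs were above 0.1 in 3 of the 56 sets of 2 tissues, BM with liver and BM with thymus in WT and kidney with heart in E861A, and in 0 of the 14 sets with the brain. Neither the paper nor the labels say whether a number stands for 1 mouse across tissues, and this stays open. With the replicate number as a block, the share of tested sites with lower editing in E861A was 0.385% in thymus (2 sites), 0% in liver (0 sites), 11.3% in kidney (60 sites) and 0.270% in small intestine (1 site). The share with higher editing over all tissues was 0.146% (6 sites). The sites whose genotype effect differed from that in the brain were 0 in BM, 1 in spleen, 0 in thymus, 0 in liver, 0 in kidney, 0 in small intestine and 0 in heart. Within 1 tissue this fit spends degrees of freedom on numbers that do not pair the 2 genotypes. In the interaction fits the block was the replicate number within a genotype, which joins the brain library with that of the other tissue. Whether these come from 1 mouse is open, so the block can be neither adopted nor set aside there.

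The library with the fewest sites over 100 reads was WT replicate 2 of BM, with 1949. Most BM sites therefore rest on 2 WT libraries. At the listed conserved sites, the tissues outside the brain had between 12 and 18 of 34 sites covered, although spleen had more sites over 100 reads than the brain.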

Differences from the paper's values

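The counts of covered and edited sites in each tissue equal those of the paper's supplementary table. The sites with different editing between the genotypes, by limma with an adjusted p under 0.05, were 0 against the paper's 87 in brain, 26 against the paper's 41 in spleen, 0 against the paper's 66 in thymus and 66 against the paper's 120 in liver. They were 91 against the paper's 180 in kidney, 0 against the paper's 13 in small intestine and 0 against the paper's 24 in heart. At an unadjusted p under 0.05 the brain had 56 sites, thymus 75, small intestine 2 and heart 21. Of the alternatives set before the data were examined, the study's criterion brought the count within 1.5 times the paper's in brain, at 63, and in liver, at 95. An offset of 0.001 did so in spleen (50 sites), liver (89) and kidney (125). The fit over all 48 libraries did so in thymus (94) and heart (29), and an edited limit of 0.05 (86) or no trend in the variance prior (83) in liver. Leaving out WT replicate 1 closed it in spleen (30) and liver (123), and leaving out WT replicate 3 in liver (98) and kidney (200). In small intestine none of these alternatives did, and in the other tissues those not named did not. The replicate block gave 30 sites in spleen, although the numbers do not pair the WT and E861A samples. An unadjusted one-way F test with p under 0.1 and no minimum difference, chosen after seeing the values, gave 87 sites in brain, 41 in spleen, 69 in thymus, 121 in liver, 13 in small intestine and 23 in heart, and in kidney a count within 1.5 times the paper's. The heading of the supplementary table names such a test.

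The mean editing level in E861A, as a fraction over the sites read in all 6 libraries, was 0.00742 in BM (the paper's 0.0329), 0.0114 in spleen (the paper's 0.0357), 0.00604 in thymus (the paper's 0.0424), 0.0309 in liver (the paper's 0.0912), 0.0191 in kidney (the paper's 0.0592), 0.00957 in small intestine (the paper's 0.0407) and 0.0170 in heart (the paper's 0.0446). With an edited limit of 0.05, set before the data were examined, it was 0.0338 in spleen, 0.0417 in kidney and 0.0359 in heart, within 1.5 times the paper's. No other alternative set at that time closed a gap. The mean editing difference, WT minus E861A, was 0.0290 in spleen against the paper's 0.0115, 0.0647 in liver against the paper's 0.0319 and 0.0553 in kidney against the paper's 0.0189, and no alternative set before the data were examined closed these. When each genotype was averaged over its own edited sites with pooled levels, a setting chosen after seeing the values, each of these means and differences equalled the paper's.

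The paper's methods give a range of edited sites per tissue whose lower end lies above the count of 284 in spleen, which is also the count in its supplementary table. The paper describes the Blcap site and a pair of Htr2c sites as reduced or lost in E861A brain. At 143604229 and 143604231 in Htr2c all E861A libraries lay below all WT libraries but the limma adjusted p was 0.130 at both; both passed adjusted over the list alone, under the study's criterion and in the fit over all 48 libraries, and the first also under the quasi-binomial model (adjusted p over the alternatives 0.00819 to 0.453 and 0.00806 to 0.562). Of the Blcap sites, with 2 libraries of each genotype, the Lys-to-Arg site passed only in the fit over all 48 libraries (limma adjusted p = 0.0206, range over the alternatives 0.0206 to 0.795) and the other 2 in none of the alternatives. Fig. 6i presents the Bri3bp site as edited by both enzymes; in the brain its fall passed under the study's criterion, in the fit over all 48 libraries and without WT replicate 3. For the losses the paper describes at Kcna1 in liver and Nova1 in BM, too few libraries were covered for a test. At Cyfip2 in liver and small intestine the limma adjusted p was 0.965 and 0.559, and no alternative put either past the threshold.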

Other observations

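In this part, the tests of depth, exchange, labelling, Kcna1 rank and Cog3 level of the low WT libraries, of depth in E861A, of read sampling, and of copies at the separate sites of Cog3, Iqgap1 and uc012aji.1 were chosen only after the result was seen.

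In thymus, small intestine and heart 1 WT library had a mean editing level close to that of E861A. In thymus it was replicate 3, with 0.991%, against 5.08% and 10.5% in the other 2 WT libraries and 0.454% to 0.773% in E861A. WT replicate 2 of small intestine had 0.978%, against 5.90% and 11.1% in the other 2 WT libraries and 0.506% to 1.33% in E861A. In heart WT replicate 2 had 2.04%, against 5.44% and 9.69% in the other 2 WT libraries and 1.47% to 1.83% in E861A. The low library had the fewest sites with more than 100 reads of the 3 WT libraries in 1 of the 3 tissues, small intestine, with 5055 against 5298 to 6349, which argues against depth as the source in all 3. An exchange of a WT and an E861A library would leave 1 E861A library at a WT level, and 0 of the 3 tissues had one. An E861A sample labelled WT would have an E861A level; the low library lay within the E861A range in 1 of the 3 tissues, small intestine, and a little above it in thymus and heart. A range of 3 libraries is too narrow to exclude another library just above it, so in all 3 tissues an E861A sample labelled WT cannot be told apart from low editing in a WT mouse. The low library of small intestine holds 6 of the 17 values at or above 95% at conserved sites that are described below, which leaves its label open as well. At 3 of these 6 sites no E861A library of small intestine had more than 100 reads, at the other 3 the E861A libraries had at most 7.67% and the other WT libraries at most 36.2%, and in E861A brain the 6 sites had means of 20.7% to 87.7%, so a high level there does not mark the genotype. Genomic DNA amplified with the cDNA could also lower the level. The share of coverage on Kcna1, a neuronal gene with a single exon, served as its mark, and over the 21 WT libraries outside the brain its relation to the mean editing level within tissues was weak (Pearson r = -0.276, permutation p = 0.509; Spearman rho = -0.347, permutation p = 0.269; r = -0.148 without the 2 libraries farthest from the median; 1 relation computed, so no adjustment applies). The low library had the highest share on Kcna1 of the 3 WT libraries in 0 of the 3 tissues. Its share was 0.260% in thymus (the other 2 WT libraries 0.0323% and 0.261%), 0.153% in small intestine (0.247% and 0.491%) and 0.300% in heart (0.228% and 0.339%). At the Cog3 site the low library had 18.5% (the other 2 WT libraries 18.6% and 22.5%) in thymus and 35.9% (the other 2 WT libraries 11.9% and 25.7%) in small intestine. In heart it had 46.5% (the other 2 WT libraries 47.8% and 53.2%). Genomic DNA that diluted all sites alike, down to the low mean level, would give 2.62%, 2.16% and 13.6% in the same order. These values argue against more genomic DNA in each low library as the source if it dilutes all sites alike. Dilution that differs between sites was not tested and stays open. A difference between the mice stays open and untested.

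The lower mean editing level in E861A outside the brain was set against the same technical explanations. The median share of coverage on Kcna1 was higher in E861A than in WT in 1 of 7 tissues, BM. The Cog3 site changed by between -16.9% and 10.1% of its WT level in all of these tissues but small intestine (-74.9%). Genomic DNA was taken to dilute all sites alike, which was not tested. The median number of sites with more than 100 reads was lower in E861A in 3 of 7 tissues. These values argue against genomic DNA that dilutes all sites alike as the cause in the tissues other than small intestine, and against lower depth as the common cause. In small intestine the fall at Cog3 and the median of 5040 sites in E861A against 5298 in WT leave both causes open. The Kcna1 share there, lower in E861A, goes against genomic DNA. The genotype itself stays as an open explanation, untested here apart from the comparison itself.

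The number of sites past the threshold was also counted for the 10 splits of the 6 libraries of each tissue, a number too small for a share under 0.1. In BM 1, in spleen 1, in liver 1 and in kidney 1 of the 10 splits gave as many sites as the genotypes, which was the real split alone; the other splits gave at most 2, 0, 1 and 0 sites. In brain, thymus, small intestine and heart, where the genotypes gave 0 sites (56, 75, 2 and 21 at an unadjusted p under 0.05), all 10 splits necessarily gave as many. The other splits there gave at most 2, 2, 1 and 1 sites, and 2, 2, 3 and 3 of them gave more than 0.

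On simulated libraries of the brain with 200 changed sites among 808, limma called 129 of them (64.5%) and 12 unchanged sites. With no changed site simulated, limma called 0 and the study's criterion 38 of 797 sites in brain, 21 of 526 in BM, 15 of 520 in thymus and 20 of 524 in kidney. On the measured libraries the study's criterion called 63 sites in brain, 107 in BM, 29 in thymus and 95 in kidney. For the interaction of brain and kidney, 64 of 140 simulated differences were called (45.7%), and 8 of the 72 calls were at unchanged sites. The simulation drew the spread of each site independently, while in the measured libraries sites deviate together, as described below. It therefore cannot give the number of false calls in the measured libraries.

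Replicates differed far more than the number of reads allows. The variance of the level between replicates was a median of 55.3 times the binomial variance in brain, and between 30.6 times (kidney) and 140.3 times (small intestine) over the tissues, so sampling of reads is not the source of the spread. A candidate explanation is that few template molecules entered each amplification, which would make neighbouring sites of a library deviate together. In brain the deviations of sites up to 50 bases apart in one gene correlated with r = 0.286 over 1296 pairs, and those of sites in different genes with r = 3.07e-05. Over the tissues the first ranged from 0.248 to 0.765 and the second from 3.07e-05 to 0.419, highest in thymus. These correlations are across sites, which are not independent replicates. In reads that span several sites, editing of one molecule at neighbouring sites may give the same pattern.

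At the conserved sites, 17 values in single libraries outside the brain were at or above 95%, at 10 sites and in 8 libraries, 17 of them in WT and 0 in E861A. For 13 of them no E861A library of the tissue had more than 100 reads at the site, so the split by genotype decides little. The mean level of these sites in WT brain was 21.6% to 91.5%. Examples are the Glu-to-Gly site of Cadps, at 99.5% of 969 reads in WT replicate 1 of thymus against 21.6% in WT brain, and the Arg-to-Gly site of Gria3, at 100% of 1582 reads in WT replicate 2 of small intestine. This level of 95% was chosen after the values were seen, and no explanation was tested.

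The edited sites of all 8 tissues share 3 that were above the limit in both genotypes everywhere, at Cog3, Iqgap1 and uc012aji.1; the last 2 were chosen after their values were seen. The 21 bases around 2 of the 3 occur elsewhere in mm9 with G at the site, which argues against shared reads as the source of all 3. Around the Cog3 site there are 0 such copies, so a copy is no candidate there. The site in the 3′ UTR of Iqgap1 (chromosome 7, position 87857174) had 10.8% to 27.7% in single libraries (median 18.6%) and 1 copy with G. The site in the non-coding transcript uc012aji.1 (chromosome 17, position 6123047) had 32.9% to 43.8% (median 38.6%) and 56 copies with G. Over the 16 tissue and genotype groups their levels ranged over at most 5.72 percentage points. A level so alike in every tissue and genotype may come from copies or from a variant of the strain against the reference, and editing at these 2 sites was not shown. Copies with G were found around 33.9% of the sites kept in E861A brain and 22.8% of those lost. The shares for kept and lost sites were 40.9% and 30.5% in spleen, 34.6% and 32.2% in thymus, 33.7% and 30.4% in liver, 36.1% and 33.5% in kidney, 33.3% and 27.9% in small intestine and 48.1% and 36.2% in heart, and in BM, where lost sites had the higher share, 25.7% and 33.3%; they were not tested for a difference.

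In the brain 160 sites were above the limit in E861A and not in WT, where the paper places its ADAR2-specific events. At 10 of them all covered E861A replicates lay above the limit. All sites above the limit in E861A and not in WT made up 19.8% of the edited sites in brain and 7.71% to 20.2% in the other tissues. Most may be values near the limit in single replicates, and which of them ADAR2 edits was not tested.

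The sites kept and lost in E861A brain were compared by annotation and by the base after the adenosine, with 1 site per gene. Of recoding sites 21 of 23 were kept (91.3%) and of 3′ UTR sites 85 of 112 (75.9%; two-sided Fisher's exact test p = 0.161, adjusted 0.161 over 2 tests). With all sites, which are not independent within a gene, the shares were 84.4% and 69.4% (Fisher's exact test p = 0.0373). A G followed the adenosine at 109 kept sites (59.6% of them) and 32 of 67 lost sites (47.8%; Fisher's exact test p = 0.113, adjusted 0.161), and with all sites at 49.6% and 40.1% (Fisher's exact test p = 0.0272). Neither relation held with 1 site per gene, and the number of genes leaves both open.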
